# Expression Profiling of microRNA From Peripheral Blood of Dairy Cows in Response to *Staphylococcus aureus*-Infected Mastitis

**DOI:** 10.3389/fvets.2021.691196

**Published:** 2021-08-04

**Authors:** Zhuo-Ma Luoreng, Jian Yang, Xing-Ping Wang, Da-Wei Wei, Lin-Sen Zan

**Keywords:** cow, miRNA, mastitis, *Staphylococcus aureus*, molecular biomarker, RNAseq

## Abstract

As the main pathogen causing dairy cow mastitis, *Staphylococcus aureus* can cause subclinical mastitis, which is difficult to be diagnosed. It seriously affects milk quality and the economic benefits of the dairy industry. Therefore, it is very necessary to find biomarkers for early diagnosis of *S. aureus*-infected mastitis in peripheral blood of dairy cows. In this study, *S. aureus* was used to infect the mammary gland tissues of dairy cows, and a mastitis model was successfully constructed. The RNAseq technology was used to determine the expression profiles of microRNA (miRNA) from peripheral blood of dairy cows infected with *S. aureus* at 0, 1, 3, 5, and 7 days. A total of 288 differentially expressed miRNAs (DIE-miRNAs) were found, of which 108 were known miRNAs and 180 were novel predicted miRNAs. Bioinformatics analysis results showed that the above DIE-miRNAs might be involved in 10 immune system-related signaling pathways (i.e., chemokine signaling pathway, leukocyte transendothelial migration, natural killer cell-mediated cytotoxicity, toll-like receptor signaling pathway, Jak-STAT signaling pathway, MAPK signaling pathway, Wnt signaling pathway, cell adhesion molecules, cytokine-cytokine receptor interaction, and ECM-receptor interaction), thus regulating the process of *S. aureus* mastitis. It was also found that the expression variation of up-regulated expression of miR-320a, miR-19a, and miR-19b as well as down-regulated expression of miR-143, miR-205, and miR-24 reached a significant level on the 5th and 7th day of infection, suggesting that they might play an important biological role in mastitis and provide a direction for the research and development of molecular therapy technology for mastitis. However, at different times after *S. aureus* infection, miR-1301 was significantly up-regulated in peripheral blood. miR-2284r was significantly down-regulated, suggesting that these two miRNAs might be the new blood biomarkers for *S. aureus*-infected dairy cow mastitis. The above results laid a new foundation for the research and development of molecular diagnosis and biological therapy technology for *S. aureus*-infected mastitis in dairy cow.

## Introduction

Dairy cow mastitis is an inflammatory disease caused by the infection of the mammary gland by pathogenic microorganisms, which can decrease milk production and milk quality and increase the mortality and cull rate of dairy cows, thereby affecting the economic benefits of dairy farms. There are more than 150 pathogenic bacteria that cause mastitis, in which, *Staphylococcus aureus* is one of the important contact infectious pathogens, which can cause chronic subclinical dairy cow mastitis (1). About 70–90% of dairy cows with *S. aureus*-infected mastitis are resistant to antibiotics, and about 25% of cows have to stop lactation or milk production due to mastitis (2). Therefore, it is important to explore the molecular immune mechanism of dairy cows against *S. aureus* infection and screen biological molecules for early and rapid diagnosis.

MicroRNAs (miRNAs) belong to a class of highly conserved endogenous non-coding small RNA (sRNA) molecules (3). Mature miRNAs can degrade target mRNA or inhibit translation mediated by target mRNA through binding to the 3′ untranslated region (3′UTR) or 5′ untranslated region (5′UTR) sequence of the target mRNA (4). At present, the regulation of miRNA has become an important regulation method in the mammalian immune system. Although a single miRNA can regulate the protein synthesis of hundreds of target genes, they affect their physiological processes by regulating the concentration of a few key proteins in the cell signal transduction pathway (5). Cow miRNA could control activities of 60% of protein-coding genes and regulate almost every cellular process of mammals (6). In addition, cells related to the immune system express more than 100 miRNAs, affecting the molecular pathways that control innate and adaptive immune responses (7).

In recent years, miRNA expression analysis was done in the mammary gland of experimental mastitis cows (8, 9) and the peripheral blood of clinical mastitis cows (10). miRNAs related to mastitis in dairy cows are affected by factors, such as pathogenic bacteria type, infection dose and infection time, and its expression level changes very sensitively (11). *S. aureus* is the main pathogen of mastitis, but there are a few studies on the dynamic changes of miRNA expression in peripheral blood during the onset and progression of dairy cows with *S. aureus*-infected mastitis. Understanding the changes in miRNA during the pathogenesis is of great significance for the molecular diagnosis and biological therapy of mastitis. Therefore, in this study, a low-dose of *S.aureus* was used to infect the mammary gland tissues of dairy cows to prepare a *S. aureus*-infected mastitis cow model. The studies of the dynamic expression levels of peripheral blood miRNAs at different stages of *S.aureus*-infected mastitis and exploration of biomarkers of *S.aureus*-infected dairy cow mastitis could provide a basis for molecular diagnosis and biological therapy.

## Materials and Methods

### Animals

The experimental animals in this study were lactating 2–3-year-old half-sib Chinese Holstein cows (*n* = 3), which were obtained from a farm in Yangling, Shaanxi, China. They had the same feeding and management environment. The body conditions of the dairy cows were measured 3 weeks before the experiment. There was no abnormality in the feeding, drinking, heartbeat, respiratory rate, and other physiological activities of the experimental cows. Veterinary clinical diagnosis showed that the cows had no any symptoms of disease including mastitis. Furthermore, and milk somatic cell count (SCC) detected by Fast-D™ Mastitis Detector (Zhangjiagang chuangpu Machinery Co., Ltd, China) was <200,000/mL. In addition, three healthy cows (SCC < 200,000/mL) and three clinical mastitis cows (SCC > 500,000/mL) in the same pasture were selected for validation experiment of miRNA biomarkers.

### Construction of Cow Mastitis Model and Peripheral Blood Collection

*S. aureus* (ATCC 25923) were purchased from Shanghai Fuxiang Biotechnology Co., Ltd., China, and the 10^5^ CFU/mL *S. aureus* suspension (9) was prepared according to the manufacturer's instructions. The udders and mammilla of the experimental dairy cows were cleaned and sterilized with 75% ethanol, and 5 mL of 10^5^ CFU/mL *S. aureus* suspension was injected into the udders of the experimental dairy cows through the mammary duct with a milk-passing needle. The body temperature and milk SCC of all cows at different times were measured. On the 7th day of induction, the mammary gland tissues were collected using painless surgery for hematoxylin-eosin (HE) staining and pathological analysis. On the day 0, 1, 3, 5, and 7 after *S. aureus* infection, peripheral blood was collected into tube without silica treatment from the jugular vein, and blood samples of different cows with the same induction time were mixed and stored using RNALater™ RNA stabilization reagent for blood (Beyotime Biotechnology, Tianjin, China). In addition, we also collected the peripheral blood of six *S. aureus*-type clinical mastitis cows. All samples were frozen and stored at −80°C for further analysis.

### RNA Extraction and sRNA Library Construction

TRIzoL kit (Invitrogen, Carlsbad, CA, USA) was used to extract total RNA from all blood samples according to the manufacturer's instructions. RNA of clinical samples were used for qPCR validation of biomarker miRNA. For the RNA of the blood at different induction times (0, 1, 3, 5, and 7 days), Nano Photometer Spectrophotometer (IMPLEN, CA, USA) was used for the RNA purity test. Qubit 2.0 Fluorometer (Life Technologies, CA, USA) and the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA) were used for integrity test to ensure the RNA was intact. A total of 1.5 μg of qualified RNA was taken, and EBNext®Ultra™ sRNA sample pre kit was used to construct the miRNA library according to the product instructions.

### High-Throughput Sequencing and Quality Control

The constructed library was diluted to 1 ng/μL. The Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA) was used to detect the size of inserted fragments, and quantitative polymerase chain reaction (qPCR) was used to detect the effective concentration of the library. Sequencing was performed on the Illumina HiSeq2500 high-throughput sequencing platform. Screening and quality control were performed to obtain clean reads according to the methods in accordance with a previous report (11).

### sRNA Classification Annotation

Bowtie software (12) was used to compare clean reads with 4 databases (Silva, GtRNAdb, Rfam and Repbase) for filtering out repetitive sequences and non-coding RNAs, such as ribosomal RNA (rRNA), transfer RNA (tRNA), small nuclear (snRNA), and small nucleolar RNA (snoRNA). Unannotated reads containing miRNA were obtained. miRDeep2 software (13) was used for sequence comparison of unannotated reads, and bovine reference genome was used to obtain mapped reads.

### miRNA Identification

In order to determine the miRNA sequence in unannotated reads, miRDeep2 software (13) was used to compare unannotated reads with genome sequence to obtain possible miRNA precursor sequences. RNAfold and Ranfold were used to calculate precursor structure energy and predict secondary structure. Combined with the information on the miRNA precursor sequence, the Bayesian model was used to score of miRNA Identification. The miRNA with a score >80% was considered to be reliable, and it was compared with the miBase database to determine known miRNA and new miRNA.

### miRNA Expression and Differential Expression Analysis

The read count of miRNA in each sample was counted and normalized according to the following equation, and the tags per million reads (TPM) value of miRNA expression (9, 14) was calculated as follows:

$$\begin{array}{l} \text{TPM }=\;(\text{specific miRNA reads}\times 1,000,000)/\text{total miRNA}\\ \text{ mapped reads} \end{array}$$

IDEG6 software (15) was used to compare and analyze the differential expression of miRNA between control group and induced-group. In order to eliminate false positives, Benjamini Hochberg's correction method was used to correct the *p*-value to the q value in the analysis process (16). Finally, |${\text{log}}_{2}^{\left(\text{FoldChange}\right)}$|≥1, false discovery rate (FDR) ≤ 0.01 and *q* ≤ 0.005 were used as criteria to screen differentially expressed miRNA (DIE-miRNA).

### qPCR Verification of miRNA Expression

A total of 10 DIE-miRNAs (5 up-regulated and 5 down-regulated miRNAs) were randomly selected, and the reverse transcription (RT) and qPCR primers for the stem-loop structure were designed (Supplementary Table 1). Using the total RNA from the peripheral blood of dairy cows at different induction times (0, 1, 3, 5, and 7 days) as a template, PrimeScript™ RT reagent kit with gDNA eraser kit (Perfect Real Time) (Takara Biomedical Technology Co., Ltd., Beijing, China) and TB Green® Premix Ex Taq™ II (Tli RNaseH Plus) kit (Takara Biomedical Technology Co., Ltd., Beijing, China) were used to perform RT and qPCR experiments according to the product instructions, respectively. In shorts, the gDNA Eraser reaction mixture (10 μL total volume contained 2.0 μL of 5 × gDNA Eraser Buffer, 1.0 μL of DNA Eraser, 7.0 μL of RNase Free H_2_O) was mixed with the 1.0 μg total RNA extracted from the peripheral blood. The mixture was incubated at 42°C for 2 min to promote the degradation of gDNA. Immediately following this step: 10.0 μL Mix (1.0 μL of PrimeScropt RT Enzyme, 1.0 μL of 10 μM stem-loop RT Primer, 4.0 μL of 5 × PrimeScript Buffer, and 4.0 μL of RNase Free H_2_O) was added to the 10 μL of gDNA Eraser reaction mixture mentioned above. Then, the mixture was incubated at 37°C for 15 min, 85°C for 5 sec, then immediately placed on ice for 2 min. The cDNA was diluted 1:10 with DNase/RNase-free water. The qPCR was performed in an CFX96 Touch Real-Time PCR Detection System (BIO-RAD, USA) in a total volume of 20 μL [10 μL of 2 × SYBR Premix Ex TaqII (TliRNaseH Plus), 0.8 μL of PCR Forward Primer (10 μM), 0.8 μL of PCR Reverse Primer (10 μM), 2 μL of cDNA (100 ng/μL), and ddH_2_O to a final volume of 20 μL]. The reaction mixtures were incubated at 95°C for 30 s, followed by 40 cycles of 95°C for 5 s, 60°C for 34 s, and 72°C for 30 s.

Glyceraldehyde 3-phosphate dehydrogenase (GADPH) and ribosomal protein S18 (RPS18) were used as dual internal references, and the relative expression of miRNA (mean ± standard deviation, SD) was calculated using the 2^−Δ*ΔCt*^ method. Student's *t*-test was used to test the significance of the difference, and *p* < 0.05 indicated a significant difference. All qPCR experiments and analysis methods were in accordance with the minimum information for publication of quantitative real-time PCR experiments (MIQE) guidelines (17).

The qPCR results of DIE-miRNA were compared with the results of RNAseq. If the expression trends of the qPCR and RNAseq are consistent, the RNASeq and screening results of DIE-miRNA will be reliable.

### Target Gene Prediction and Kyoto Encyclopedia of Genes and Genomes (KEGG) Function Annotation

According to the bovine mRNA and miRNA sequence information obtained from sequencing, miRanda (18) and RNAhybrid software (19) were used to predict DIE-miRNA target genes. In order to explore the function of DIE-miRNA, KOBAS 2.0 software (20) was used to annotate the KEGG signaling pathway for predicted miRNA target genes.

## Results

### Mastitis Model Identification

The SCC in milk was measured at different times when *S. aureus* induced the mammary glands of dairy cows. The results showed that the average values of SCC in milk on the day 0, 1, and 3 of induction were 50,000, 900,000, and 1.2 million/mL, respectively, while those on the day 5 and 7 of induction were higher than 2.0 million/mL. In addition, clinical diagnosis showed that the rectal temperature of dairy cows increased significantly after infection, reaching about 40°C. Clinical symptoms were consistent with mastitis, including redness, swelling, pain of mammilla, and fever. Flocculent precipitation was generated in the milk. Besides, HE staining and histopathological identification of the mammary gland tissues on the 7th day after *S. aureus* induction showed that the damaged lobules structure of mammary glands was observed in mammary gland tissues. The acinar cavity was reduced. The breast acinar was partially damaged, and infiltration of inflammatory cells was observed, indicating the onset of severe inflammation of the mammary gland tissues.

### Overview of Sequencing Data

In order to study the expression pattern of miRNA in the blood of dairy cows with *S. aureus-*infected mastitis, peripheral blood sRNA libraries were constructed at different induction stages. 

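The peripheral blood of 3 cows was pooled at each of 0, 1, 3, 5, and 7 dpi, and 1 library was made from each pool. The 5 libraries therefore have no replicate at any time point. The cows had received 5 mL of the S. aureus suspension (100000 CFU/mL). The authors removed rRNA, tRNA, snRNA, snoRNA and repeat sequences from the clean reads and identified miRNA with miRDeep2. They deposited the expression of each miRNA as TPM, which is the number of its reads per 1000000 reads counted on all miRNAs of the library, with no term for length. The same 2290 miRNAs were listed for each library, and the TPM of each library added up to 1000000. Every TPM value was a whole multiple of the value of 1 read, to within 0.01 read (100% of the values), which gave the reads behind each value. They added up to 14254770 reads at 0 dpi, 17028320 at 1 dpi, 14385857 at 3 dpi, 14948710 at 5 dpi, and 13505764 at 7 dpi. The names of the newly predicted miRNAs stood 1 place above their values, and were moved down by 1 place. The chromosome in the name was then the chromosome given with the values for 1717 of 1717 miRNAs, against 1687 without the move. Log2FC was taken as the log2 ratio of the TPM of 2 libraries without a pseudocount. A miRNA with |log2FC| of at least 1 and at least 1 TPM in one of the 2 libraries was counted as a DIE-miRNA, with no test, since 1 library per time point gives no spread between pools. Where reads were tested, a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the miRNAs read in either library was used. Such a test compares the 2 libraries, not the time points. Intervals are 95% exact Poisson intervals of the reads (for a log2FC, exact intervals of the ratio of the 2 counts), and cover counting error only.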

The libraries using Illumina Hiseq 2500 platform were sequenced, and raw reads were obtained. High-quality clean reads of more than 18 or <30 nucleotides were retained after removing the untrusted sequences from the sequencing data. The mapped sRNA reads were obtained by comparing clean reads with bovine reference genome using Bowtie software. After quality control, the Q30 of each sample was more than 94.13%, indicating that the sequencing data was reliable and could be used for subsequent analysis (Table 1).

**Table 1:** Overview of miRNA sequencing data.

**Samples**	**dpi**	**Raw reads**	**Q30 (%)**	**Clean reads**	**Mapped small RNA reads**
BS0	0	17,910,689	94.75	16,791,900	10,351,392
BS1	1	21,250,645	94.53	20,120,667	12,446,169
BS3	3	18,142,051	94.42	16,970,040	10,346,316
BS5	5	19,642,620	94.42	17,905,376	11,463,637
BS7	7	21,330,549	94.13	17,327,774	10,530,048

### sRNA Classification

By comparing clean reads with databases (Silva, GtRNAdb, Rfam, and RepBase), miRNA identification was performed, and multiple types of sRNAs were obtained (Table 2). The number of miRNA reads in the peripheral blood of dairy cows at 0, 1, 3, 5, and 7 days of post-infection (dpi) accounted for 84.89, 84.63, 84.77, 83.49, and 77.94% of clean reads, respectively.

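The reads recovered from the TPM values of the 2290 miRNAs made up 84.9% of the clean reads of the paper's Table 2 at 0 dpi, 84.6% at 1 dpi, 84.8% at 3 dpi, 83.5% at 5 dpi, and 77.9% at 7 dpi. The same reads came to 138%, 137%, 139%, 130.4%, and 128% of the mapped reads of the paper's Table 1. The TPM values use the miRNA reads as their total, not the clean or the mapped reads. tRNA took 0.330% of the clean reads at 0 dpi, 0.208% at 1 dpi, 0.127% at 3 dpi, 0.563% at 5 dpi, and 0.973% at 7 dpi, computed from the reads of the paper's Table 2.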

**Table 2:** Classification and distribution of small RNAs (sRNAs) at different stages of *S. aureus*-induced mastitis.

**Samples**	**Clean reads**	**rRNA**	**snRNA**	**snoRNA**	**tRNA**	**Repbase**	**miRNA**	**Unannotated** ** small RNA**
BS0	16,791,900 (100.00%)	315,666 (1.88%)	11 (0.00%)	103,825 (0.62%)	55,447 (0.33%)	189,820 (1.13%)	14,254,770 (84.89%)	1,872,361 (11.15%)
BS1	20,120,667 (100.00%)	444,777 (2.21%)	12 (0.00%)	101,641 (0.51%)	41,895 (0.21%)	242,416 (1.20%)	17,028,320 (84.63%)	2,261,606 (11.24%)
BS3	16,970,040 (100.00%)	296,820 (1.75%)	10 (0.00%)	98,715 (0.58%)	21,509 (0.13%)	203,956 (1.20%)	14,385,857 (84.77%)	1,963,173 (11.57%)
BS5	17,905,376 (100.00%)	344,730 (1.93%)	12 (0.00%)	120,251 (0.67%)	100,774 (0.56%)	269,581 (1.51%)	14,948,710 (83.49%)	2,121,318 (11.84%)
BS7	17,327,774 (100.00%)	493,667 (2.85%)	19 (0.00%)	178,604 (1.03%)	168,673 (0.97%)	432,900 (2.50%)	13,505,764 (77.94%)	2,548,147 (14.71%)

### miRNA Identification

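The known miRNAs held 565 different mature sequences and the newly predicted miRNAs 1528. A total of 354 newly predicted miRNAs had the mature sequence of another newly predicted miRNA, with up to 6 miRNAs for 1 sequence. The miRDeep2 score that the authors gave with each newly predicted miRNA had a median of 5.0. It was below 5 for 860 miRNAs (49.9%) and 0 for 23, and the highest score was 105067.5.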

A total of 2,290 miRNAs were obtained in this study, of which 567 were known miRNAs in miRBase database, and the remaining 1,723 were new miRNAs. The expression quantity of miRNA at each induction time is shown in Table 3. 

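At least 1 read was found for 500 known miRNAs at 0 dpi, 509 at 1 dpi, 508 at 3 dpi, 498 at 5 dpi, and 483 at 7 dpi. With each mature sequence counted once, these were 498, 507, 506, 496, and 481 known miRNAs. For newly predicted miRNAs the numbers were 1503, 1533, 1471, 1375, and 1434. A minimum of 1 TPM moved them most, to 338, 328, 331, 321, and 325 known and 438, 417, 449, 393, and 401 newly predicted miRNAs. Many newly predicted miRNAs had few reads or none, with at most 5 reads, a count of 0 included, for 1014 of them at 0 dpi and 1092 at 5 dpi. A count of 0 allows up to 3 reads, which is 0.211 TPM at 0 dpi, 0.176 TPM at 1 dpi, 0.209 TPM at 3 dpi, 0.201 TPM at 5 dpi, and 0.222 TPM at 7 dpi.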

The results of miRNA fragment distribution analysis showed that the main fragment size of known miRNA or the newly predicted miRNA was 22 Nt, followed by 21, 23, 20, and 24 Nt (Figure 1). It was found via comparative analysis of expression quantity of miRNA in five groups that 9, 8, 10, 7, and 3 known DIE-miRNAs and 14, 23, 11, 9, and 11 novel DIE-miRNAs were specifically expressed in the peripheral blood of dairy cows at day 0, 1, 3, 5, and 7 after *S. aureus* induction (Figure 2), indicating that the expression profiles of miRNAs were different at different induction times, which might be related to the onset and progression of mastitis.

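Of the 567 known miRNAs, 254 had a mature sequence of 22 nt, which is 44.8% (95% exact Clopper-Pearson interval 40.7 to 49.0%). The next most frequent lengths were 21 nt with 116 known miRNAs, 23 nt with 101, 20 nt with 52, and 24 nt with 30. Of the 1723 newly predicted miRNAs, 658 had 22 nt, which is 38.2% (35.9 to 40.5%). Lengths of 21 and 23 nt had 334 newly predicted miRNAs each, followed by 20 nt with 135 and 24 nt with 109. With each miRNA weighted by its mean TPM, 22 nt rose to 57.1% for known and 51.8% for newly predicted miRNAs. By library, the weighted share of known miRNAs was 59.1, 56.2, 63.1, 45.6, and 61.3% at 0, 1, 3, 5, and 7 dpi, so that at 5 dpi it was near the unweighted share. The newly predicted 3_22065 alone held 24.0% of the TPM of its kind, and without it, a choice made after seeing the data, the weighted share was 36.6%.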

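Reads in 1 library only were found for 9 known miRNAs at 0 dpi, 8 at 1 dpi, 11 at 3 dpi, 8 at 5 dpi, and 7 at 7 dpi. The numbers for newly predicted miRNAs were 14, 23, 11, 9, and 11. Of these 111 miRNAs, 91 had 1 read in all, and none had more than 4. At this depth, their absence from the other libraries was therefore not detectable. With at least 2 reads required in a library, 8, 5, 3, 3, and 3 known and 48, 38, 45, 29, and 26 newly predicted miRNAs were found at 1 time point only. In all 5 libraries, 437 known and 1067 newly predicted miRNAs had reads.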

**Table 3:** Results of miRNA identification for each sample.

**Samples**	**Known-miRNAs**	**Novel-miRNAs**	**Total**
BS0	498	1,503	2,001
BS1	507	1,533	2,040
BS3	506	1,471	1,977
BS5	496	1,375	1,871
BS7	481	1,434	1,915

**Figure 1:**
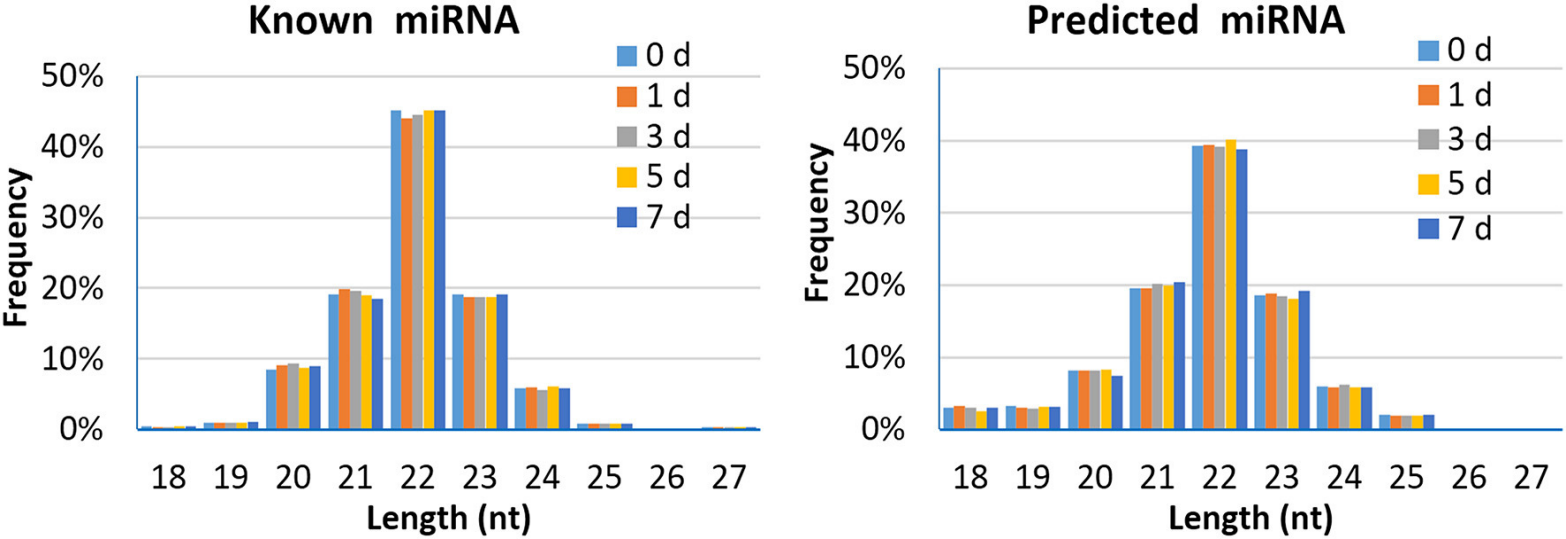
Length distribution of the mapped known miRNA and predicted miRNA in peripheral blood of dairy cows.

**Figure 2:**
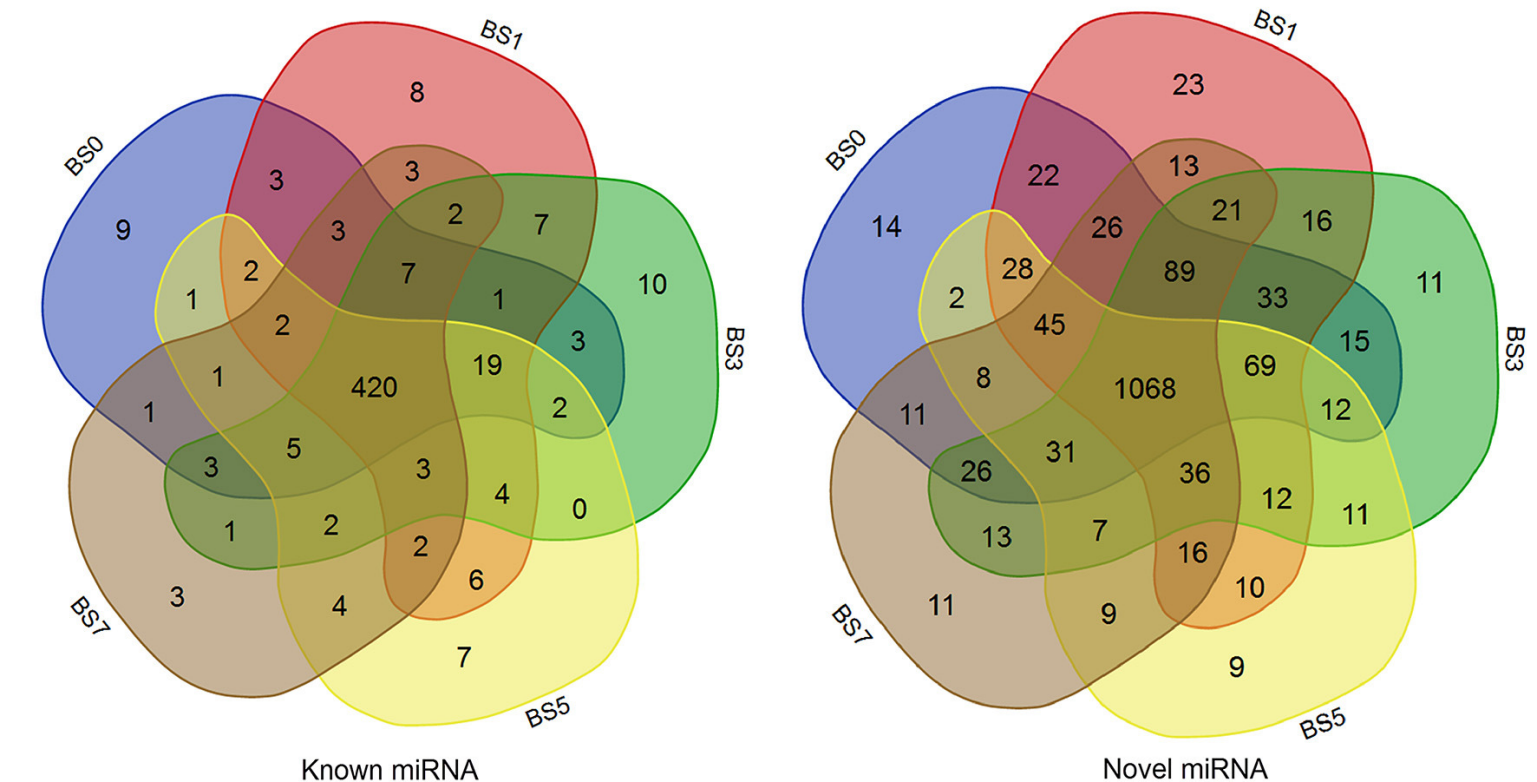
Comparison of miRNA expression in peripheral blood of dairy cows at different times of post-induction (Venn diagram). BS0, BS1, BS3, BS5, and BS7 in the figure represent the groups at 0, 1, 3, 5, and 7 days after *S.aureus* induction.

### Overall Distribution of miRNA Expression

Based on clean reads, the expression level of miRNA (TPM) was calculated. 

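The 50 miRNAs with the highest mean TPM over the 5 libraries held 96.3% of the mean TPM, and 1 of them was newly predicted. A total of 47 of these were also among the 50 that the paper lists. The 10 miRNAs of highest TPM in a library held between 70.4% of its reads at 7 dpi and 73.5% at 5 dpi.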

The top 50 miRNAs with the highest expression level are shown in Supplementary Table 2. Of these, miR-451 had the highest expression level (TPM value was more than 160,000), followed by miR-486. In addition, a new miRNA unconservative_3_22065 (5′-aaaaaccugaaugacccuuuug-3′) was involved. 

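miR-451 had 202219 TPM at 0 dpi, 235615 at 1 dpi, 160222 at 3 dpi, 331409 at 5 dpi, and 175717 at 7 dpi. Its interval was 201985 to 202452 TPM at 0 dpi and 331118 to 331701 TPM at 5 dpi. It had the highest TPM in each library, and miR-486 the next highest with 128991, 131638, 127257, 92213, and 125539 TPM. Against 0 dpi, the log2FC of miR-451 was 0.22, −0.34, 0.71, and −0.20 at 1, 3, 5, and 7 dpi. Rescaling by median-of-ratios size factors brought it to 1.01 at 5 dpi and to 0.07 at 7 dpi. The log2FC of miR-486 was −0.48 at 5 dpi and between −0.04 and 0.03 at the other time points, where rescaling brought it to 0.23 at 7 dpi.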

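The new miRNA, listed as 3_22065, lies on chromosome 3 from 94548557 to 94548666 on the + strand, in a genome build that is not given in the sources used here. Its mature sequence has 22 nt and its miRDeep2 score was 105067.5. It had 1709 TPM at 0 dpi, 1578 at 1 dpi, 1656 at 3 dpi, 1174 at 5 dpi, and 1545 at 7 dpi, from 17556 reads at 5 dpi to 26867 reads at 1 dpi. Its place by TPM in the 5 libraries was 46, 51, 47, 53, and 50. Against 0 dpi its log2FC was −0.12, −0.05, −0.54, and −0.15, and with median-of-ratios size factors the values at 3 and 7 dpi turned to 0.05 and 0.12.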

Compared with the miRNA expression patterns of the five groups, their expression trends were similar, but there were some differences (Figures 3A,B). It was speculated that these DIE-miRNAs might play different regulatory roles in the process of inflammatory response.

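Between pairs of libraries, the Spearman correlation of TPM across the 619 miRNAs with at least 1 TPM in every library was lowest for 3 and 5 dpi (0.942) and highest for 0 and 3 dpi (0.980). Against the library of 0 dpi it was 0.978 at 1 dpi, 0.954 at 5 dpi, and 0.966 at 7 dpi. These 10 correlations are across miRNAs, which are not independent replicates. Over all 1504 miRNAs above 0 in every library, they were between 0.9155 for 3 and 5 dpi and 0.953 for 0 and 1 dpi, with 0.949 for 0 and 3 dpi.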

**Figure 3:**
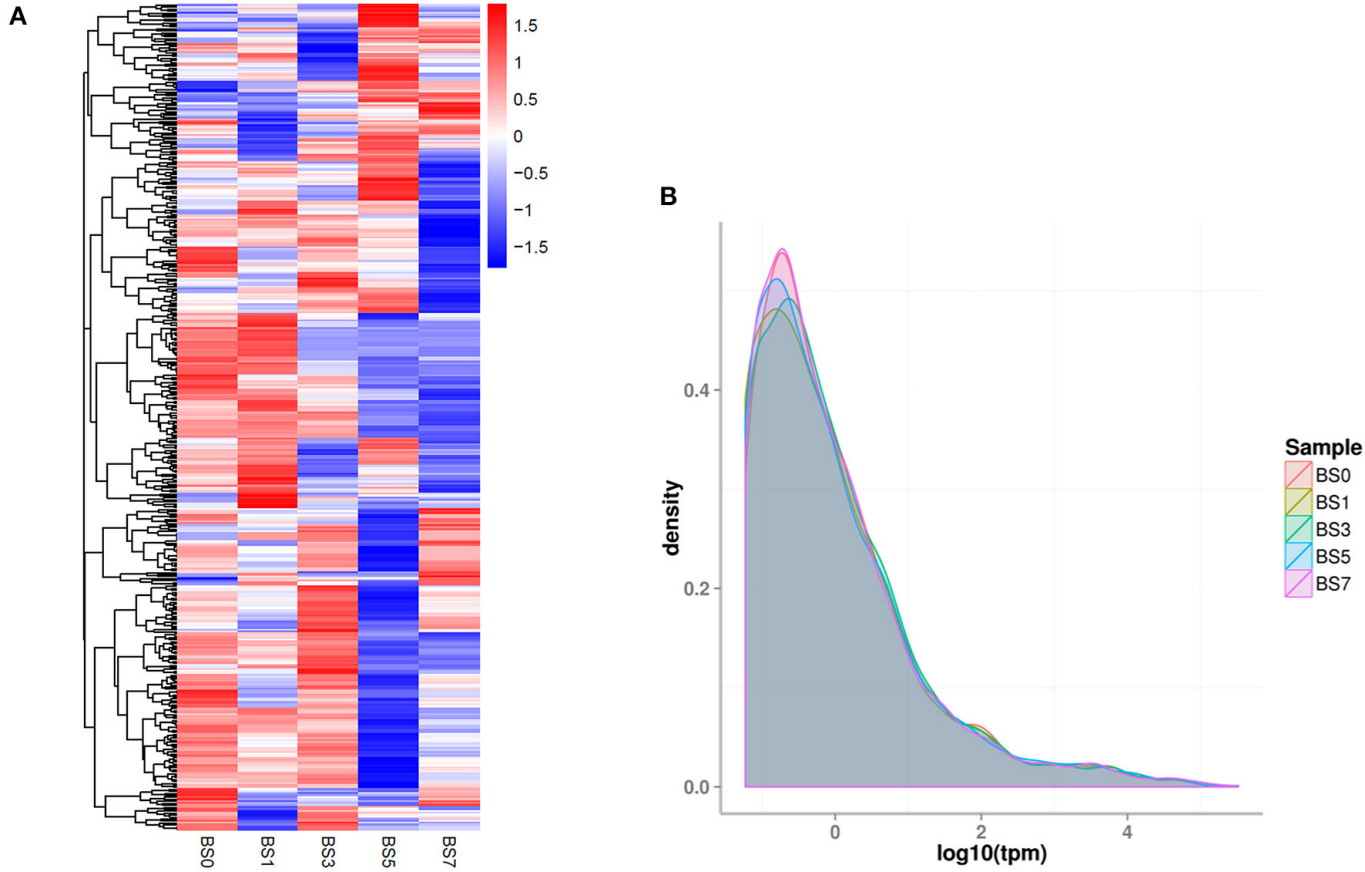
The overall expression profiles of miRNA in each group. **(A)** The heatmap was based on the ${\text{log}}_{2}^{\text{TPM}}$ of each miRNA. **(B)** The density distribution of miRNA expression level (TPM). Different colored curves represent different experimental samples.

### Analysis of miRNA Differential Expression

In this study, a comparative analysis of miRNA expression level differences in blood samples induced by *S. aureus* at different times was conducted. The results showed that 288 DIE-miRNAs were obtained, including 108 known miRNAs and 180 newly predicted miRNAs (Table 4, Supplementary Tables 3–6). 

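In the 10 comparisons between the 5 libraries, 404 miRNAs reached a |log2FC| of 1 with at least 1 TPM in one of the 2 libraries, of which 134 were known and 270 newly predicted. A total of 206 miRNAs were higher and 342 lower in the later library of at least 1 comparison, and some were in both groups. Median-of-ratios size factors made these 244 higher and 258 lower, and with Fisher's test on totals scaled in this way 133 and 127. Of the 288 miRNAs in the paper's tables, 273 were among the 404. Without the minimum TPM, and with both libraries above 0, the number rose to 1354. With the fold limit and an FDR of at most 0.01 in Fisher's test on the reads, without the minimum TPM, it was 227.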

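Against 0 dpi, 33 DIE-miRNAs were found at 1 dpi (15 higher and 18 lower), 48 at 3 dpi (20 higher and 28 lower), 140 at 5 dpi (32 higher and 108 lower), and 98 at 7 dpi (28 higher and 70 lower). All miRNAs that the paper's tables list for these comparisons were among them. Most were of low abundance, since 32, 39, 113, and 86 of them stayed under 10 TPM in both libraries. An FDR of at most 0.01 in Fisher's test was reached by 7, 18, 71, and 42 of them. Median-of-ratios size factors left the totals near these values, with 34, 52, 120, and 80 DIE-miRNAs, and moved the split between higher and lower. At 5 dpi 58 were then higher and 62 lower, and at 7 dpi 44 were higher and 36 lower.

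**Figure D1:**
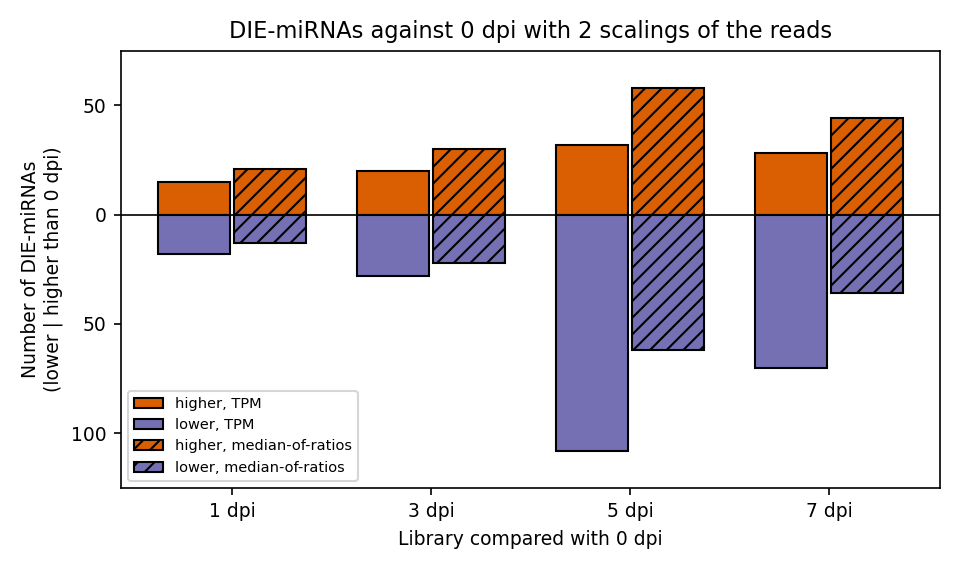
Number of DIE-miRNAs against 0 dpi (vertical axis) in the 1, 3, 5, and 7 dpi libraries (horizontal axis), higher above and lower below the line at 0. Plain bars use the deposited TPM and hatched bars median-of-ratios size factors: at 5 dpi the lower miRNAs number 108 and 62, and the higher miRNAs 32 and 58.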

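Among miRNAs of at least 10 TPM in one of the 2 libraries and above 0 in both, the 3 largest rises at 1 dpi were 26_19297 (log2FC 1.12), 3_22333 (0.92), and 18_10284 (0.68), and the 3 largest falls were miR-122 (−0.93), 11_2759 (−0.78), and miR-224 (−0.78). At 3 dpi they were the rises of miR-7857 (0.66), miR-19a, and miR-296-3p (0.58), and the falls of X_30752 (−2.89), miR-23a (−1.70), and miR-223 (−1.37). At 5 dpi, miR-19b, miR-19a, and miR-29d-5p (1.39) rose most, and 11_2759 (−2.23), miR-122 (−1.91), and 13_5570 (−1.72) fell most. At 7 dpi, X_30752 (2.36), miR-320a, and 29_21366 (1.11) rose most, and miR-144, 19_10814 (−1.18), and 10_1907 (−1.14) fell most. With median-of-ratios size factors the last 3 falls came to −0.95, −0.91, and −0.87. The newly predicted miRNAs among these had miRDeep2 scores between 0 and 5.6. Some may not be separate miRNAs. 13_5570 and 19_10814, both of 18 nt, share a run of 16 nt with the longer let-7a-5p and miR-451. The sequences of 11_2759, 3_22333, and 18_10284 differ little from the starts of miR-128, miR-103, and let-7i. The direction of X_30752 against 0 dpi was that of the tRNA share of the clean reads at each time point. With the median log2FC of its length class taken off, 29_21366 came to 0.95 at 7 dpi.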

Compared with 0 dpi, the number of DIE-miRNAs in 1, 3, 5, and 7 dpi groups were 12, 21, 75, and 48, respectively (Table 4, Supplementary Table 3). 

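The number of DIE-miRNAs against 0 dpi at 5 dpi was 2.92 times, and that at 7 dpi 2.04 times, the larger of the numbers at 1 and 3 dpi. With median-of-ratios size factors these became 2.31 and 1.54 times. The log2 of the size factors against 0 dpi was −0.07 at 1 dpi, −0.10 at 3 dpi, −0.30 at 5 dpi, and −0.27 at 7 dpi. The median log2FC of the miRNAs of at least 10 TPM was −0.06, −0.06, −0.33, and −0.29. At 5 dpi it was −0.67 for mature sequences of at most 20 nt and 0.33 for those of at least 24 nt. Each of these values rests on 1 library per time point, so that no spread between pools could be set against it. The paper states that the number of DIE-miRNAs grew with infection time, and reasons that blood miRNA responded to inflammation mainly late in mastitis. From 5 to 7 dpi, however, the number against 0 dpi fell, from 75 to 48 in its Table 4 and from 140 to 98 here.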

With the extension of *S. aureus* infection time, the quantity of DIE-miRNA in blood increased (Table 4), indicating that the response of blood miRNA to inflammation mainly occurred at the late stage of mastitis.

**Table 4:** Number of differentially expressed miRNA in peripheral blood of cow induced by *S. aureus* at different times.

**Comparison**	**Total**	**Up-regulated**	**Down-regulated**
BS0 vs. BS1	12	7	5
BS0 vs. BS3	21	5	16
BS0 vs. BS5	75	19	56
BS0 vs. BS7	48	14	34
BS1 vs. BS3	50	19	31
BS1 vs. BS5	80	18	62
BS1 vs. BS7	80	17	63
BS3 vs. BS5	151	41	110
BS3 vs. BS7	64	16	48
BS5 vs. BS7	90	57	33
Total	288	134	241

The statistical results of expression level showed that the expression of six highly abundant miRNA (miR-186, miR-7, miR-320a, miR-19b, miR-19a, and miR-2285b) (Figure 4A) and two lowly abundant miRNAs (miR-494 and miR-1301) (Figure 4B) increased during *S. aureus* induction. Of these, the expression of miR-320a continuously increased in the blood of dairy cows in the 1, 3, 5, and 7 dpi groups, however, but only in the 7 dpi group did the difference in miR-320a expression reach a significant level (${\text{log}}_{2}^{\text{FC}}$ = 1.3325). miR-19a and miR-19b were significantly up-regulated on the day 5 and 7 after induction (${\text{log}}_{2}^{\text{FC}}$ = 1.5458, 1.0563 and 1.7913, 0.9754, respectively), suggesting that these three miRNAs play an important role in the late stage of cow mastitis. 

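All of these 8 miRNAs were higher than at 0 dpi in the 5 and 7 dpi libraries, and 5 of the 8 were higher at all 4 time points. miR-186 had 5859 TPM at 0 dpi and log2FC of −0.10 at 1 dpi, 0.09 at 3 dpi, 0.36 at 5 dpi, and 0.37 at 7 dpi. miR-7 had 1703 TPM at 0 dpi and log2FC of −0.06, 0.38, 0.69, and 0.91. miR-2285b, with 139 TPM at 0 dpi, had log2FC of 0.07 (within counting error), 0.16, 0.54, and 0.37. miR-494 had 193 reads at 0 dpi (13.5 TPM), and its log2FC of −0.05 at 1 and 3 dpi lay within counting error (interval −0.34 to 0.23 at 1 dpi). It rose by 0.44 at 5 dpi (0.17 to 0.72) and 0.60 at 7 dpi (0.33 to 0.87). None of these 4 miRNAs reached the fold limit at any time point, except miR-7 at 7 dpi with median-of-ratios size factors (1.18). That scaling also turned miR-7 and miR-494 to higher at 1 dpi, by 0.01 each, and left miR-186 at −0.03.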

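miR-320a had 1126 TPM at 0 dpi (interval 1109 to 1144), 1151 at 1 dpi, 1593 at 3 dpi (1573 to 1614), 1564 at 5 dpi (1544 to 1584), and 2836 at 7 dpi (2808 to 2865). Its log2FC against 0 dpi was 0.03, 0.50, 0.47, and 1.33, and the intervals at 3 and 5 dpi overlapped. It rose at each step with median-of-ratios size factors (0.10, 0.60, 0.77, and 1.60) and with miR-451 left out of the totals (0.09, 0.43, 0.73, and 1.29). miR-19a rose from 219 TPM at 0 dpi to 257, 339, 641, and 456 TPM, with log2FC of 0.23, 0.63, 1.55 (1.49 to 1.60), and 1.06 (0.99 to 1.12). miR-19b rose from 1016 TPM to 1272, 1176, 3516, and 1997 TPM, with log2FC of 0.32, 0.21, 1.79 (1.76 to 1.82), and 0.98 (0.95 to 1.00). The value of miR-19b at 7 dpi was below the fold limit with the deposited TPM and above it with median-of-ratios size factors (1.24). That of miR-19a at 7 dpi fell to 0.93 when the reads were scaled to the clean reads, a scaling chosen after seeing the data. The mature sequences of miR-19a and miR-19b are near-identical, and the authors' counting could have split reads between them.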

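miR-1301 was counted in 8 reads at 0 dpi (0.561 TPM, interval 0.242 to 1.11), 30 at 1 dpi (1.76 TPM), 14 at 3 dpi (0.973 TPM), 18 at 5 dpi (1.20 TPM), and 20 at 7 dpi (1.48 TPM). Against 0 dpi its log2FC was 1.65 at 1 dpi (0.49 to 2.99), 0.79 at 3 dpi (−0.56 to 2.25), 1.10 at 5 dpi (−0.17 to 2.51), and 1.40 at 7 dpi (0.15 to 2.79). The adjusted p of Fisher's exact test on the reads was 0.0392, 0.845, 0.297, and 0.131. With a pseudocount of 1 TPM all 4 values were under the fold limit, at 0.82, 0.34, 0.50, and 0.67.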

Compared with 0 dpi, the expression of miR-1301 significantly increased on the day 1, 3, 5, and 7 of induction (${\text{log}}_{2}^{\text{FC}}$ was 1.6504, 0.7964, 1.1013, and 1.3998, respectively), which might be used as a blood molecular marker of dairy cow mastitis.

**Figure 4:**
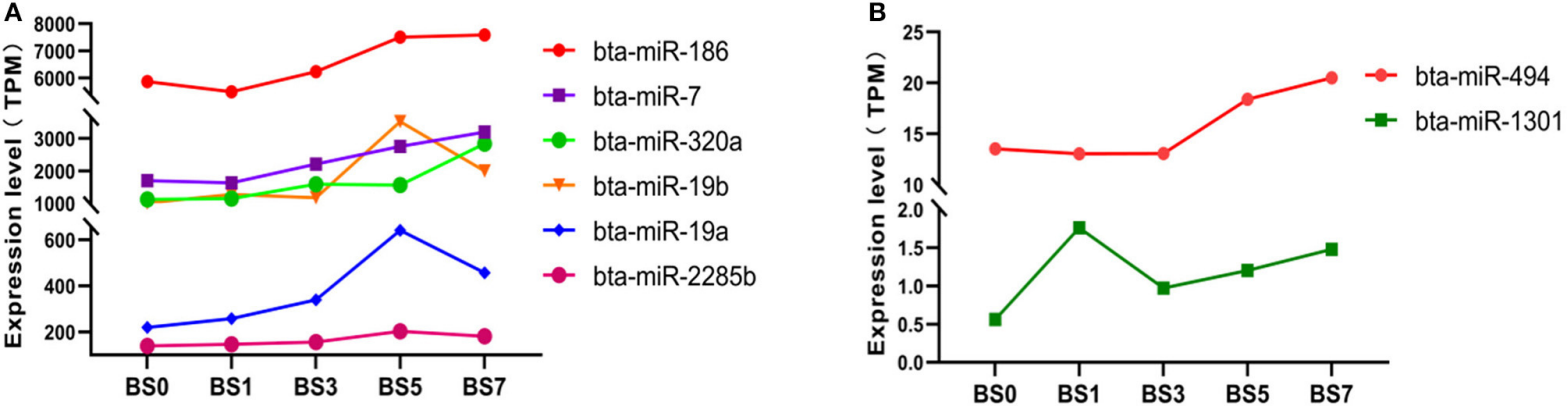
Expression of miRNA with expression partially up-regulated at different induction times. **(A)** miRNA with highly abundant expression; **(B)** miRNA with medium and lowly abundant expression.

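miR-199a-3p, miR-15b, miR-151-5p, miR-143, miR-2284z, miR-22-5p, miR-215, miR-147, miR-24, miR-2284a, miR-2377, miR-205, and miR-2284r were all lower than at 0 dpi in the 5 and 7 dpi libraries. Of these 13 miRNAs, 9 were lower at all 4 time points, and 5 with median-of-ratios size factors. miR-199a-3p had 6664 TPM at 0 dpi, and its log2FC was −0.10 at 1 dpi, −0.03 at 3 dpi, −0.66 at 5 dpi, and −0.60 at 7 dpi. miR-15b, with 1790 TPM at 0 dpi, did not change at 1 dpi beyond counting error (interval −0.03 to 0.02), and had log2FC of −0.77, −0.81, and −0.79 at 3, 5, and 7 dpi. miR-22-5p had 248 reads at 0 dpi (17.4 TPM) and log2FC of −0.44, −0.32, −0.67, and −0.58. miR-147 had 212 reads at 0 dpi (14.9 TPM) and log2FC of −0.57, −0.36, −0.66, and −0.96, and passed the fold limit at 7 dpi with miR-451 left out of the totals (−1.01).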

We found that there were 13 miRNAs, including 3 highly abundant miRNAs (miR-199a-3p, miR-15b, and miR-151-5p) (Figure 5A), 7 medium abundant miRNAs (miR-143, miR-2284z, miR-22-5p, miR-215, miR-147, miR-24, and miR-2284a) (Figures 5B,C), and 3 lowly abundant miRNAs (miR-2377, miR-205, and miR-2284r) (Figure 5D), showing a decreasing trend of expression at each induction time. Compared with day 0, the expression levels of miR-24 (${\text{log}}_{2}^{\text{FC}}$ = −1.2106 and −1.3986), miR-2284a (${\text{log}}_{2}^{\text{FC}}$ = −3.9512 and −3.4828) and miR-2237 in peripheral blood on the day 5 and 7 significantly decreased (${\text{log}}_{2}^{\text{FC}}$ = −1.0228 and −1.0690), while those of miR-143, miR-151-5p, and miR-205 significantly decreased only on day 7 (${\text{log}}_{2}^{\text{FC}}$ = −1.1137, −1.0550, and −1.5742), suggesting that these miRNAs play an important role in the late stage of *S. aureus*-infected mastitis. 

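The miRNA listed as bta-miR-24 had 64 reads at 0 dpi, 29 at 5 dpi, and 23 at 7 dpi, and bta-miR-24-3p, listed apart from it, had 18367, 14262, and 13067 reads. Its log2FC was −1.21 at 5 dpi (interval −1.90 to −0.56) and −1.40 at 7 dpi (−2.15 to −0.69), with adjusted p of 0.000973 and 0.000388 from Fisher's exact test on the reads. miR-2284a had 59 reads at 0 dpi, 85 at 1 dpi, 58 at 3 dpi, 4 at 5 dpi, and 5 at 7 dpi. Its log2FC was 0.27 at 1 dpi (−0.23 to 0.77), −3.95 at 5 dpi (−5.87 to −2.52), and −3.48 at 7 dpi (−5.16 to −2.18). The newly predicted X_31843 (22 nt) shares a run of 16 nt with miR-2284a (20 nt) and did not fall to this degree. The log2FC of X_31843 less that of miR-2284a was −0.17, −0.23, 3.69, and 3.21 at 1, 3, 5, and 7 dpi. How reads were assigned between the 2 was not tested. miR-2377, whose log2FC match those that the paper gives here for miR-2237, had 31, 35, 30, 16, and 14 reads at 0, 1, 3, 5, and 7 dpi, and log2FC of −1.02 at 5 dpi and −1.07 at 7 dpi with adjusted p of 0.105 and 0.143 from the same test. At 7 dpi, miR-143 (676 reads) had a log2FC of −1.11 (−1.25 to −0.98) and miR-151-5p (3011 reads) of −1.06 (−1.12 to −0.99). miR-205 had 22 reads at 0 dpi and 7 at 7 dpi, a log2FC of −1.57 (−3.04 to −0.30) with an adjusted p of 0.0622. At 5 dpi, miR-143 was at −0.99, miR-151-5p at −0.58, and miR-205 at −0.21. With median-of-ratios size factors, miR-24 at 5 dpi (−0.91), miR-2377 at 5 and 7 dpi (−0.72 and −0.80), and miR-143 and miR-151-5p at 7 dpi (−0.85 and −0.79) were under the fold limit.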

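miR-215 had 633 reads at 0 dpi (44.4 TPM) and 43.5, 33.7, 32.6, and 23.9 TPM at 1, 3, 5, and 7 dpi, with a log2FC of −0.89 at 7 dpi (interval −1.09 to −0.70). miR-2284z had 649 reads at 0 dpi (45.5 TPM) and 42.2, 33.6, 30.7, and 23.3 TPM, with a log2FC of −0.97 at 7 dpi (−1.16 to −0.77) that passed the fold limit with miR-451 left out of the totals (−1.01). miR-2284r had 22 reads at 0 dpi, 10 at 1 dpi, 11 at 3 dpi, 8 at 5 dpi, and 6 at 7 dpi. Its log2FC was −1.39 at 1 dpi (−2.64 to −0.26), −1.01 at 3 dpi (−2.20 to 0.09), −1.53 at 5 dpi (−2.91 to −0.31), and −1.80 at 7 dpi (−3.39 to −0.45). The adjusted p of Fisher's exact test was 0.128, 0.392, 0.0551, and 0.0337. Its value at 3 dpi was under the fold limit with median-of-ratios size factors (−0.91), and a pseudocount of 1 TPM brought all 4 values under it, to −0.68, −0.53, −0.73, and −0.82. Both miR-215 and miR-2284z fell at each step from 0 to 7 dpi with the deposited TPM. Rescaling put miR-215 above 0 dpi at 1 dpi (0.03), and with it both rose from 3 to 5 dpi, miR-215 from −0.30 to −0.15 and miR-2284z from −0.34 to −0.27.

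**Figure D2:**
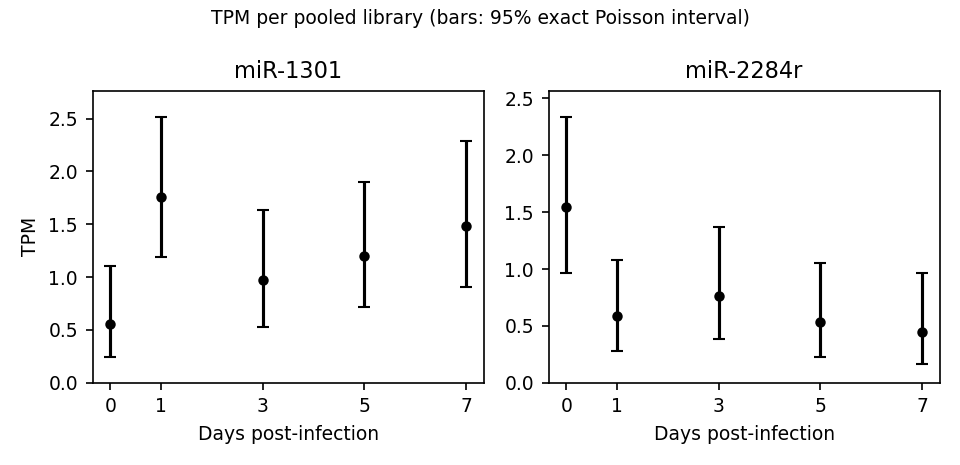
TPM (vertical axes) of miR-1301 and miR-2284r in the pooled library of each day post-infection (horizontal axes). Points are the TPM of 1 library and bars its 95% exact Poisson interval: for miR-1301 the interval at 0 dpi ends at 1.11 TPM and that at 1 dpi starts at 1.19 TPM, and for miR-2284r the interval at 0 dpi starts at 0.967 TPM, below the end of that at 5 dpi (1.05 TPM).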

The expression levels of miR-215, miR-2284z, and miR-2284r were continuously down-regulated with the prolongation of induction time, and only miR-2284r reached a significant level of difference (${\text{log}}_{2}^{\text{FC}}$ was −1.3940, −1.0132, −1.5280, and −1.7966, respectively), suggesting that miR-2284r can be used as blood molecular markers of dairy cow mastitis.

**Figure 5:**
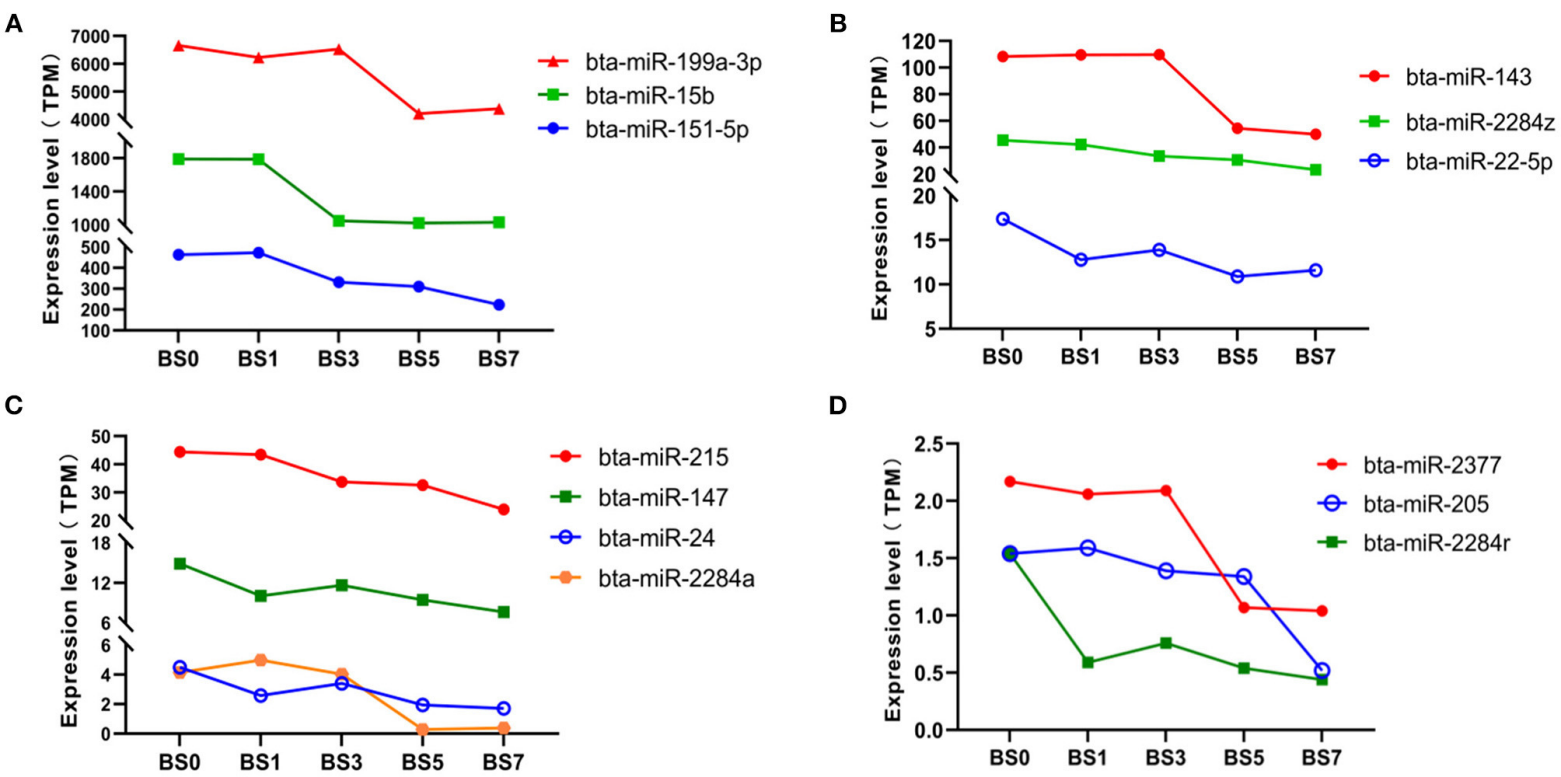
Expression of miRNA with expression partially down-regulated at different induction times. **(A)** miRNA with highly abundant expression; **(B,C)** miRNA with medium abundant expression; and **(D)** miRNA with lowly abundant expression.

### qPCR of miR-1301 and miR-2284r in Clinical Samples

Comparing with the healthy samples, the expression of miR-1301 in clinical samples was significantly up-regulated (*P* < 0.01), while the expression of miR-2284r was significantly down-regulated (*P* < 0.05) (Figure 6), showing a consistent expression trend with the RNAseq results. The above results showed miR-1301 and miR-2284r can be used as a blood molecular markers of cow *S. aureus*-type mastitis.

**Figure 6:**
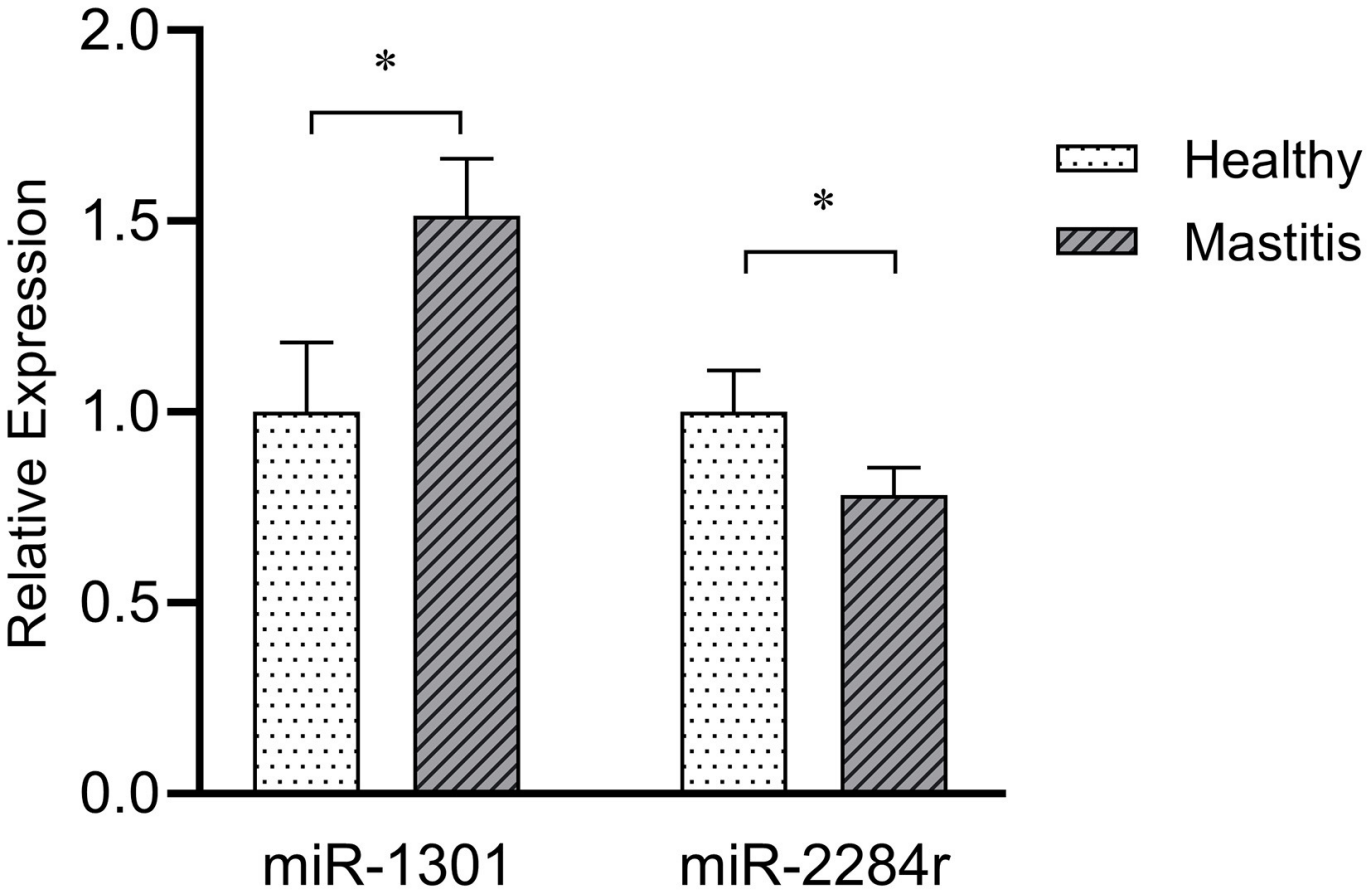
Expression of miR-1301 and miR-2284r in peripheral blood with clinical mastitis comparing to healthy samples. *p < 0.05.

### Differentially Expressed miRNA qPCR Validation

From the obtained DIE-miRNAs, a total of 10 DIE-miRNAs were randomly selected for qPCR quantitative detection. The qPCR results were compared with those of high-throughput sequencing. The qPCR results were completely consistent with those of high-throughput sequencing (Figure 7), indicating that the results of screened DIE-miRNA based on high-throughput sequencing were accurate and reliable.

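In the comparisons shown for these 10 miRNAs, sequencing gave 7 higher and 3 lower miRNAs, where the paper's methods give 5 up-regulated and 5 down-regulated. All were past the fold limit and in the paper's tables, with at least 95 reads in each library compared. They had been drawn from the paper's DIE-miRNAs, so passing the limit is no separate check. At 5 dpi against 0 dpi, miR-30b-5p had a log2FC of 1.10 (interval 1.04 to 1.16) and miR-193b of 1.18 (0.83 to 1.54). At 7 dpi against 0 dpi, miR-144 was at −1.22 (−1.26 to −1.18), and at 3 dpi against 1 dpi, miR-122 was at 1.08 (0.76 to 1.39). At 5 dpi against 3 dpi, the log2FC was 1.73 for miR-23a, 1.37 for miR-342, and −1.24 for miR-499 (−1.39 to −1.09). At 7 dpi against 5 dpi, it was 1.21 for miR-128 and −1.41 for miR-142-3p (−1.48 to −1.33). The largest of the 10 was that of miR-19b at 5 dpi against 0 dpi. Median-of-ratios size factors kept all 10 directions and brought miR-144 under the fold limit.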

**Figure 7:**
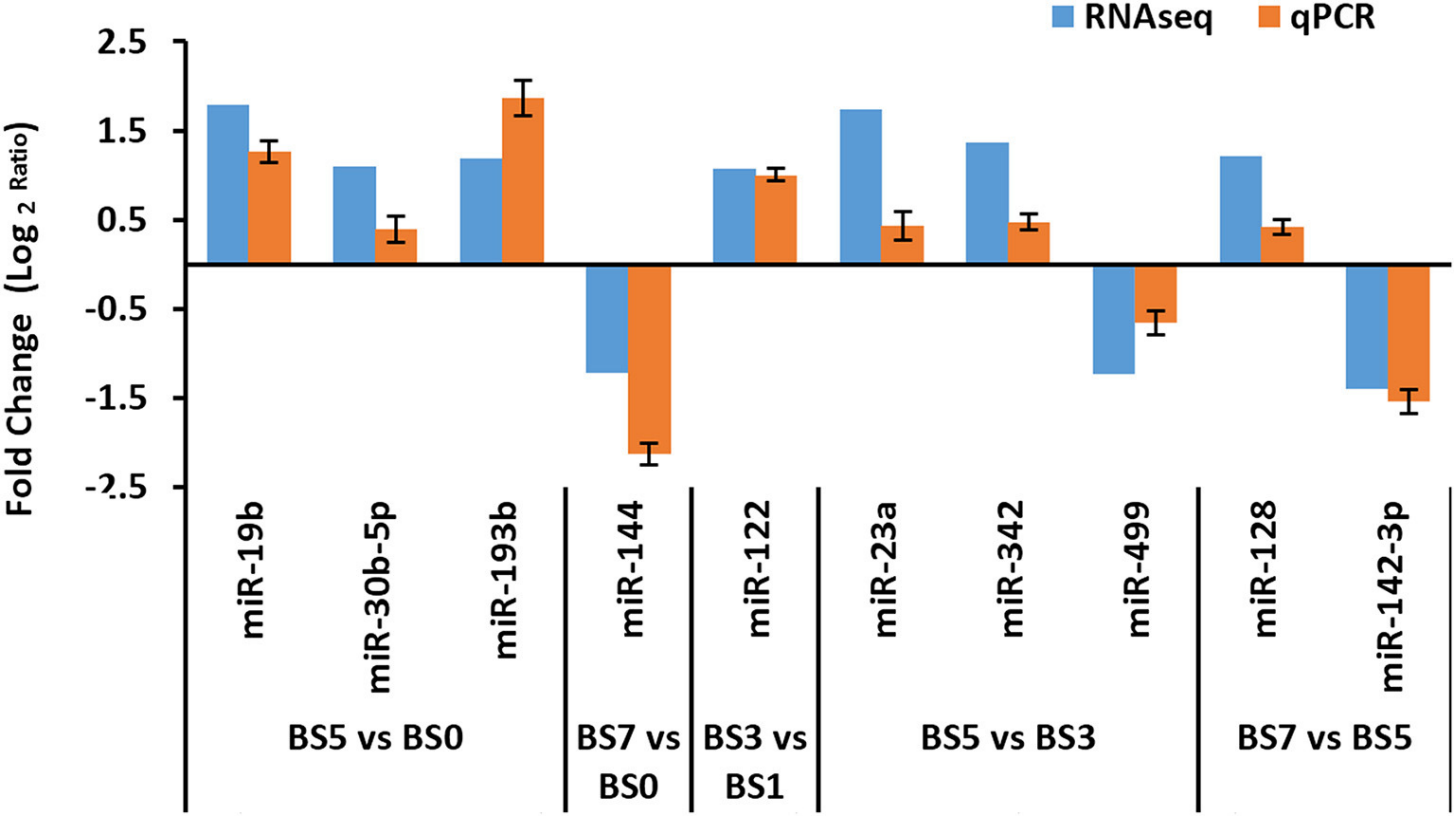
Quantitative polymerase chain reaction (qPCR) verification of differentially expressed microRNA (miRNAs) obtained by RNAseq analysis.

### Target Gene Prediction and KEGG Function Annotation of DIE-miRNA

In order to explore the role of blood DIE-miRNAs in the progression of *S. aureus*-infected mastitis, a total of 288 DIE-miRNAs might have 18,399 target genes. Their KEGG pathway enrichment analysis indicated that these target genes might be involved in 6 aspects, such as metabolism, genetic information processing, cellular processes, disease, organismal systems, and environmental information processing and 50 distinct signaling pathways. Of these, 10 signaling pathways were related to bacterial infection and immune system, which were chemokine signaling pathway, leukocyte transendothelial migration, natural killer cell-mediated cytotoxicity, toll-like receptor signaling pathway, Jak-STAT signaling pathway MAPK signaling pathway, Wnt signaling pathway, cell adhesion molecules, cytokine-cytokine receptor interaction and ECM-receptor interaction (Figure 8). Therefore, we speculate that these DIE-miRNAs might be involved in regulating the progression of mastitis through the regulation of target genes.

**Figure 8:**
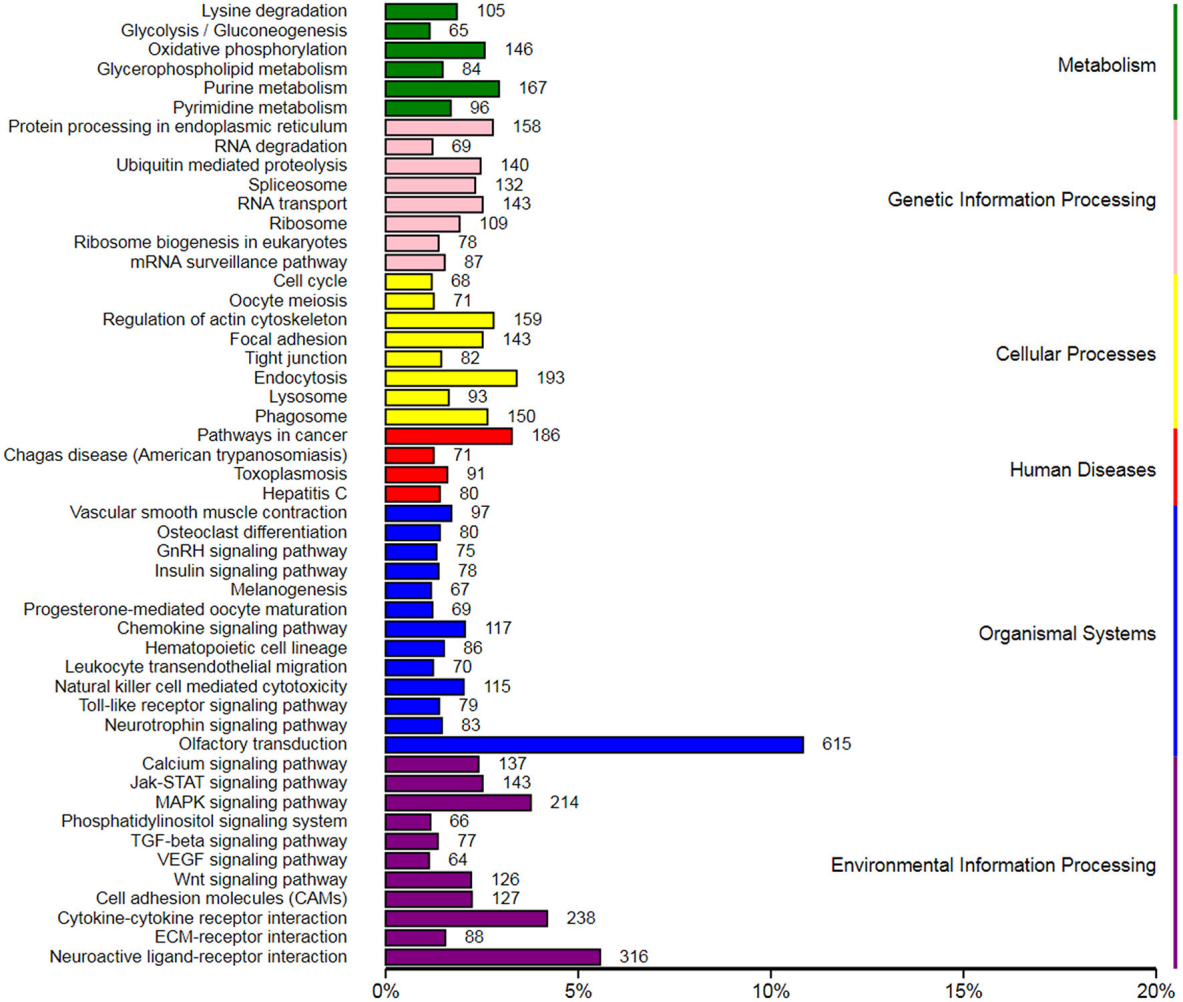
Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment of target genes of differentially expressed miRNAs in the peripheral blood of dairy cow with *S. aureus*-type mastitis.

## Discussion

Previous studies have shown that after a person develops a disease, the expression of miRNA in the body changes rapidly to respond and participate in regulating the scope and intensity of the entire disease (21–23). Therefore, the expression level of blood marker miRNA will be changed, which can be used as a biomarker for early diagnosis of diseases and has also been applied to rapid molecular diagnosis of some human diseases (21, 24). Mach et al. (25) reported that blood miRNA could also be used as a molecular marker related to animal production performance. However, there was no report on the blood molecular marker, miRNA of *S. aureus*-infected mastitis. Therefore, it is very necessary to explore the blood molecular markers of *S. aureus* mastitis.

*Staphylococcus aureus* is a common pathogen, which causes mastitis in dairy cows. In order to clarify the molecular mechanism of *S. aureus*-infected mastitis, mastitis animal models (*S. aureus* acute infection for 12 or 24 h) and lipoteichoic acid (LTA) (or inactivated *S. aureus*) induced brain microvascular endothelial cells (bMECs) inflammation model were used to screen differentially expressed genes. Li et al. (8) used Solexa sequencing technology to detect 77 DIE-miRNAs in the mammary gland tissues of dairy cows induced by *S. aureus* for 24 h. Of these, miR-31 and miR-205 were considered to be closely related to breast cancer (26). Fang et al. (27) used high and low doses of *S. aureus* to infect the mammary glands of dairy cows for 24 h. Compared with the control group, DIE-miRNA was detected in both high and low-dose *S. aureus* groups. There was also the differential expression of miRNA between the two infected groups, indicating that the expression level of miRNA was affected by the infection dose of the pathogenic bacteria. In the early stage, we used a low-dose of *S. aureus* to induce the udder of dairy cows for a long time. In the mammary gland tissues after 7 days, a total of 186 miRNA expressions were up-regulated and 93 miRNA expressions were down-regulated. Only a few DIE-RNAs were consistent with other literature reports (8, 9). It was speculated that the induction time or genetic factors of dairy cows would also affect the types and expression levels of differentially expressed miRNAs.

Peripheral blood contains miRNA exosomes, including white blood cells (containing multiple types of genes) and metabolites, which play an important role in immune and disease regulation and can be used to screen some molecular markers for early and rapid diagnosis of diseases. Li et al. (10) detected 123 up-regulated and 55 down-regulated DIE-miRNAs in the peripheral blood of dairy cows with clinical mastitis. However, there was no report on the miRNA expression profiling of peripheral blood of dairy cows with *S. aureus*-infected mastitis. In this study, a total of 288 DIE-miRNAs were detected in the peripheral blood of dairy cows with *S. aureus*-infected mastitis. Bioinformatics analysis showed that they might be involved in regulating the progression of mastitis through cytokine-cytokine receptor interaction, MAPK signaling pathway, Wnt signaling pathway, chemokine signaling pathway, leukocyte transendothelial migration, natural killer cell-mediated cytotoxicity, toll-like receptor signaling pathway, TLR signaling pathways, ECM-receptor interaction and cell adhesion molecules.

According to this study, miR-186 is one of the highly expressed miRNAs in the mammary gland, and its expression increased during the induction process. However, there is no report about miR-186 in human or animal inflammation. Overexpression of miR-186-5p could significantly promote the proliferation of lung adenocarcinoma cells (28). In this study, the expression of miR-186 in the blood of dairy cows after the bacterial infection was increased on the day 3, 5, and 7. Thus, it was speculated that miR-186-5p might be related to cell proliferation and apoptosis in the process of dairy cow mastitis. In addition, the role of miR-186 in diseases may be dependent on its influence on a variety of biological behaviors, including cell proliferation, apoptosis, metastasis, invasion, cell cycle, intracellular metabolism, etc. (29), which needs to be further studied.

miR-320a, miR-19a, and miR-19b were highly expressed miRNAs detected in blood in this study. It was found that the expression levels of these three miRNAs in peripheral blood after *S. aureus* infection were up-regulated, especially the expression levels were all significantly up-regulated at the late stage of *S. aureus* infection (5 and 7 dpi). The current researches on miR-320 have been mostly focused on inflammatory diseases or tumors in humans. Studies have shown that overexpression of miR-320 can down-regulate the expression of AQP1 (30) and SOX4 (31) genes and inhibit epithelial-mesenchymal transition and PI3K/AKT signaling pathway (32) by targeting ELF3 gene, thereby inhibiting the proliferation, metastasis, and invasion of breast cancer cells. In neuronal cells, overexpression of miR-320 affects the proliferation, apoptosis, and oxidative stress damage of ischemic neurons by inhibiting the Nox2/ROS pathway (33). In addition, Matamala et al. (34) showed that the expression of miR-320c was significantly up-regulated in HL60 cells treated with the proinflammatory factor, lipopolysaccharide (LPS), which could be used as a biomarker of the lung inflammation process. miR-19 is an important oncogenic factor of breast cancer, and its expression level is significantly increased in breast cancer tissues and MCF-7 and MDA-MB-231 cell lines. It can reduce cell apoptosis and promote the proliferation of breast cancer cells (e.g., MCF-7) (35–38) by targeting PTEN, tissue factor (TF), interferon (IFN), and MHC I genes (such as HLA-B, HLA-E, HLA-F, and HLA-G). According to the above study, miR-19 plays a key role by regulating genes involved in immune and inflammatory responses and has a potential contribution to cancer cell proliferation, EMT, invasion, metastasis and tumor angiogenesis. The sequences of bovine and human miR-320a, miR-19a, and miR-19b are relatively conservative. Combined with the detection results of expression quantity in this study, it was suggested that these three miRNAs might play an important role in dairy cow mastitis, which might provide potential ideas for analyzing the regulation mechanism of dairy cow mastitis, which should be further studied.

The expression of serum miR-1301-3p was negatively correlated with the pathological staging and metastasis of colorectal cancer, which could be used as a new biomarker for the diagnosis and treatment of colorectal cancer (39). The expression of miR-1301 in HepG2 cells was significantly down-regulated, which could inhibit the metastasis and invasion of HepG2 and cells and promote cell apoptosis, indicating that miR-1301 might be a tumorigenesis inhibitor of HepG2 cells (40). Yang et al. (41) showed that miR-1301 could reduce the Wnt/β-catenin signaling pathway by targeting BCL9, thereby inhibiting the metastasis, invasion and angiogenesis of hepatocellular carcinoma (HCC), which might be a therapeutic target for HCC. So far, there was no report found on miR-1301. Although cancer and inflammation are two different types of diseases, there are many connections between the two. From the perspective of gene regulation level, inflammation and cancer involve common genes or signaling pathways. It can cause metabolic disorders and tissue damage in inflammation, which may trigger cell and tissue pathology and ultimately lead to cancer. This study discovered that the expression of miR-1301 in the peripheral blood at 1, 3, 5, and 7 days of *S. aureus* induction and in clinical mastitis were all significantly up-regulated, suggesting that miR-1301 can be used as a novel blood molecular marker of dairy cow with *S. aureus*-infected mastitis.

The down-regulation of miRNA expression is also related to the onset and progression of diseases. This study found for the first time that the expression of miR-2284a, miR-2237, and miR-24 in the peripheral blood group at 5 and 7 dpi was significantly reduced by more than 2 times, indicating that these 3 miRNAs might have regulatory functions in the late stage of mastitis. There has been no relevant report on miR-2284a and miR-2237 in the inflammatory diseases of other animals (including bovine) and humans. In addition, there was no study reported about bovine miR-24 regulating inflammation. Lin and Yang (42) found that the expression of miR-24 was significantly down-regulated in LPS-induced lung injury in neonatal rats, which was consistent with the results of this study. They also found that miR-24 could reduce the release of proinflammatory factors, TNF-α, IL-6, and IL-1β, and the expression of SP-A and SP-D genes induced by LPS through targeting NLRP3, thereby reducing the inflammatory response of acute lung injury induced by LPS (42). In abdominal aortic aneurysm (AAA) disease, miR-24 is a key regulator of vascular inflammation and AAA pathology, which can be used as a new plasma biomarker of human AAA disease progression (43). The above results indicated that miR-24 could provide a new research direction for the therapy or molecular diagnosis of dairy cow mastitis.

At the same time, this study found that the expression levels of miR-143, miR-151-5p, and miR-205 were significantly reduced at 7 days of *S. aureus* induction. In a previous study, the expression level of miR-205 increased during the pathogenesis in *Escherichia coli-*infected bovine mastitis (11), indicating that the regulatory effects of miRNA might be different in mastitis with varying types of bacterial infection. Kundaktepe et al. (44) reported that the expression level of miR-143 in peripheral blood mononuclear cells of breast cancer patients significantly decreased, which could be used as a breast cancer biomarker. In addition, human miR-143 can inhibit breast cancer cell proliferation and metastasis by regulating the gene expression of MAPK3 (45), MAPK7 (46), MYBL2 (47), CD44 (48), and ERBB1 (49) in cooperation with protein levels and phosphorylation status of AKT, Wnt/β-catenin, SAPK/JNK, and FAK of NF-κB signaling pathways and multiple oncoproteins in JAK/STAT signaling pathway (50). The expression level of miR-143 is related to the worst prognosis, which may be a potential predictor of neoadjuvant therapy response (50). For miR-151-5p, the expression level in the serum of patients with psoriatic arthritis was significantly up-regulated (51). It was speculated that the expression changes of serum miR-151-5p in different inflammatory diseases might be inconsistent, reflecting the functional diversity of miR-151-5. In terms of inflammatory diseases, the expression of miR-205-5b in the serum of LPS-induced sepsis mice (52) was significantly down-regulated, which could inhibit nuclear factor kappa B (NF-κB) signaling, apoptosis and production of proinflammatory factors by targeting high mobility group box protein 1 (HMGB1) and leading to the continuous proliferation of human pulmonary alveolar epithelial cells (53). In addition, miR-205-3p inhibited HCE cell inflammation, oxidative stress, and autophagy by targeting TLR4/NF-κB signaling, thus protecting HCE cells from UV damage (54). Up-regulation of miR-205-5b could be used as a potential therapeutic target for inflammatory diseases, such as and sepsis (52) and lung injury (53). Based on the above-mentioned research results on human or other animals, combined with the above DIE-miRNA dynamic expression results in this study, it was comprehensively inferred that miR-143 and miR-205 might play a regulatory role in dairy cow mastitis, which could provide direction for the biological therapy for *S. aureus* type mastitis.

miR-2284r was newly discovered DIE-miRNA in this study. The expression of miRNA was significantly down-regulated in the blood of dairy cows with clinical mastitis or induction by *S. aureus* at 1, 3, 5, and 7 day. The research on the function of miR-2284r was blank for both humans and other animals. This study has discovered for the first time that miR-2284r might be used as a blood molecular marker for dairy cow mastitis, which still needs further research and verification.

## Conclusion

In this study, 288 differentially expressed miRNAs in peripheral blood of dairy cow with *S. aureus*-infected mastitis were obtained, participating in multiple inflammation-related signaling pathways and reflecting the importance of blood miRNA in inflammation regulation. Furthermore, miR-320a, miR-19a, miR-19b, miR-143, miR-205, and miR-24 might play an important biological role in the late stage of mastitis, providing a direction for the research and development of molecular therapy technology for mastitis. In addition, miR-1301 and miR-2284r can be the novel blood biomarkers for cow *S.aureus*-infected mastitis. The above results laid a new foundation for the research and development of the molecular diagnosis and biological therapy technology for mastitis in dairy cows.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found at: we have uploaded the Raw and processed RNAseq data to the GEO DATABASE (ID GSE172056). The link is https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172056.

## Ethics Statement

The animal study was reviewed and approved by Experimental Animal Manage Committee of Northwest A & F University.

## Author Contributions

Z-ML performed the experiments analyzed the data and prepared the draft of the manuscript. X-PW and L-SZ contributed to the conception and design of the study. X-PW, JY, and D-WW contributed to manuscript revision. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Expression Profiling of microRNA From Peripheral Blood of Dairy Cows in Response to Staphylococcus aureus-Infected Mastitis
**Source:** Front Vet Sci. 2021 Aug 4;8:691196. doi: 10.3389/fvets.2021.691196
**Supplement:** Supplementary File 1 — RIN of the isolated RNA used for RNAseq.

BS0:

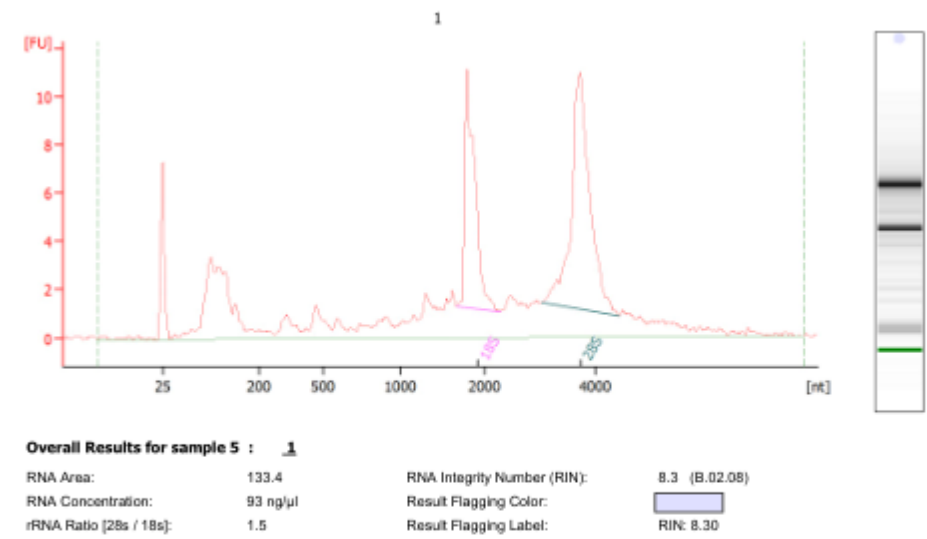

BS1:

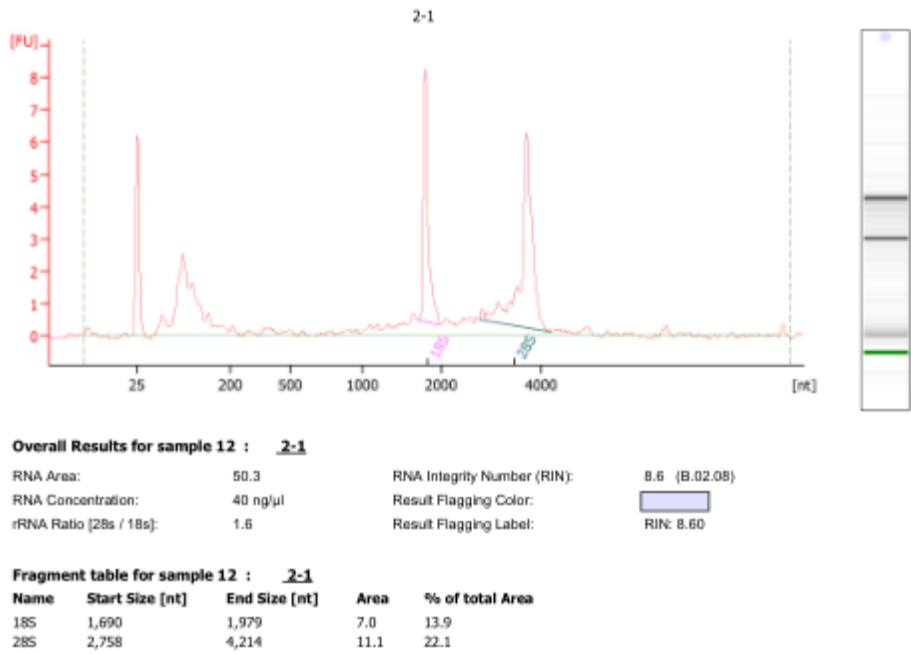

BS3:

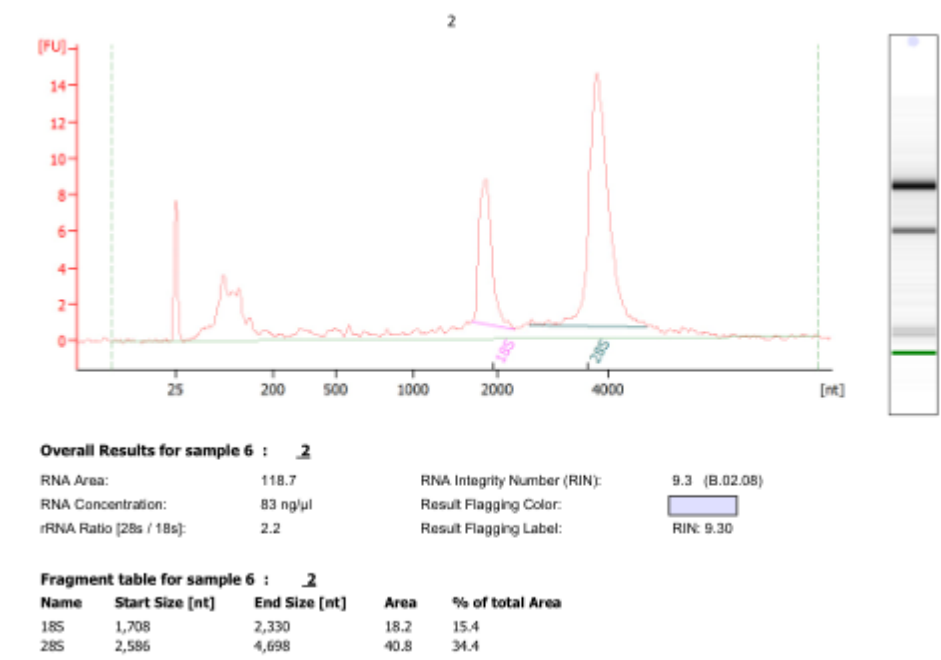

BS5:

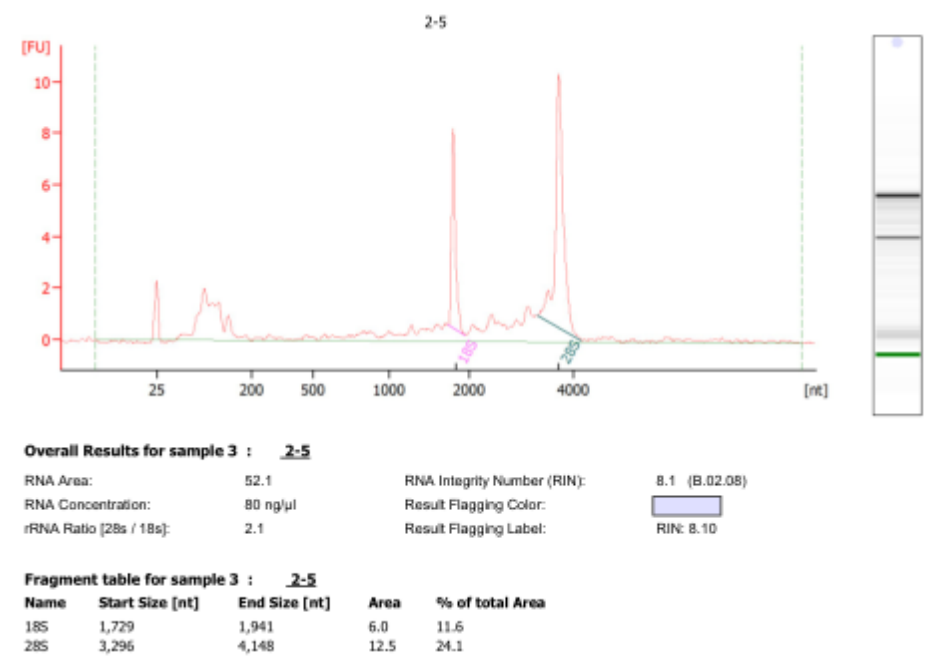

BS7:

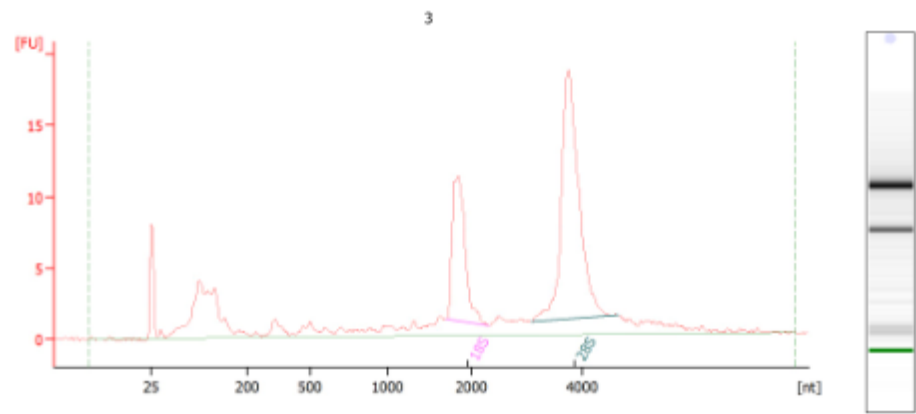

Overall Results for sample 7 : 3

|                         |           |                             |               |
|-------------------------|-----------|-----------------------------|---------------|
| RNA Area:               | 156.2     | RNA Integrity Number (RIN): | 9.1 (B.02.08) |
| RNA Concentration:      | 109 ng/ul | Result Flagging Color:      |               |
| rRNA Ratio [28s / 18s]: | 2.0       | Result Flagging Label:      | RIN: 9.10     |

Fragment table for sample 7 : 3

| Name | Start Size [nt] | End Size [nt] | Area | % of total Area |
|------|-----------------|---------------|------|-----------------|
| 18S  | 1,697           | 2,317         | 23.8 | 15.2            |
| 28S  | 3,088           | 4,669         | 47.2 | 30.2            |

How the deposited data were processed for this re-analysis (not part of the article)

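Peripheral blood of 3 dairy cows was pooled at each of 0, 1, 3, 5, and 7 dpi after injection of 5 mL of S. aureus suspension (100000 CFU/mL), and 1 small RNA library per time point was sequenced on the Illumina HiSeq platform. The 5 libraries were used as the 5 groups. No replicate library was used, and the blood of clinical cows, the qPCR values and the target gene predictions were not analysed here.

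To make the values, the authors trimmed the reads to clean reads, removed rRNA, tRNA, snRNA, snoRNA and repeat sequences with Bowtie, identified miRNA with miRDeep2 and counted the reads of each miRNA. The versions of these programs and the genome build are not given in the sources used here. The deposited unit is TPM as the paper defines it, which is RPM, the reads of a miRNA per 1000000 reads counted on all miRNAs of the library, with no term for length. The authors also deposited the miRDeep2 score of each precursor, which has no normalization and is the same for all libraries. No minimum had been applied to the values.

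From the deposited values, the reads were recovered by dividing each value by that of 1 read, and 100% of them were whole to within 0.01 read. The depth was 14254770 reads at 0 dpi, 17028320 at 1 dpi, 14385857 at 3 dpi, 14948710 at 5 dpi, and 13505764 at 7 dpi. A count of 0 allows up to 3 reads, which is between 0.176 and 0.222 TPM. Precision is given as 95% exact Poisson intervals of the reads, exact intervals of the ratio of 2 counts for a log2FC, and exact Clopper-Pearson intervals for shares. These cover counting error only, since reads without molecular identifiers are not independent molecules. The names of newly predicted miRNAs were moved down by 1 place after a check against the chromosome in the name (1717 of 1717 matched) and against the sequences of the paper's Supplementary Table 6 (177 of 177 matched, against 9 without the move).

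The log2FC of 2 libraries was the log2 ratio of their TPM without a pseudocount. DIE-miRNAs were counted by a rule of size, with |log2FC| of at least 1 and at least 1 TPM in one of the 2 libraries, for the 4 comparisons with 0 dpi and for all 10 pairs of libraries. No p-value across miRNAs was computed, as 1 library per time point gives no spread. Fisher's exact test (two-sided), the Audic-Claverie test and a chi-square test on the reads of 2 libraries, each with Benjamini-Hochberg adjustment over the miRNAs read in either library, were run as alternatives. The paper's methods name the IDEG6 software and leave the test open. All 671 p in its tables of DIE-miRNAs equal the Audic-Claverie point probability of the reads within a fixed absolute tolerance. A very small p meets this tolerance whatever the test, so the match rests on the entries of larger p. The other alternatives were no minimum TPM, a minimum of 10 TPM, a pseudocount of 0.1 or 1 TPM, median-of-ratios size factors over the 241 miRNAs of at least 10 TPM in every library, totals without miR-451, identical mature sequences counted once, another limit for detection (1 TPM or 2 reads), lengths weighted by TPM, and all miRNAs above 0 for the correlation. The rules and these alternatives were chosen before the data were examined. The Audic-Claverie point probability, values per 1000000 clean reads, mature sequences of at least 21 nt only, weighted lengths without 3_22065, and log2FC less the median of the length class were added after seeing the data. Leaving out a replicate in turn, a paired fit and other splits of the samples could not be run with 1 library per time point.

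The miRNAs named in the results are every miRNA that the paper names in its results, the 10 of the qPCR check included, and for each comparison with 0 dpi the 3 largest rises and 3 largest falls among miRNAs of at least 10 TPM in one of the 2 libraries and above 0 in both, with identical mature sequences counted once. Others come from the cell lists below or were named after the data were seen, for their place among neighbouring genes, among the largest changes in share of reads, for a sequence shared with a named miRNA, or, for miR-24-3p, for its name. The values in the paper's supplementary tables had been seen before this rule and the choices above were written. Lists of miRNAs of red cells (8 miRNAs), neutrophils (4), lymphocytes (5) and platelets (4) were written from general knowledge, after those tables had been seen, and were read as the median log2FC of the list and its percentile among 10000 random lists of the same size matched on mean TPM. Neighbouring miRNA genes were taken from a RefSeq gene table of the assembly ARS-UCD2.0, from which no coordinates are given.

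The counting of DIE-miRNAs was tested on simulated reads of 2290 miRNAs, 200 of them, of 1 to 1000 TPM, changed 4-fold. The reads were drawn from the 0 dpi profile with counting error only. Spread between pools, a shift of the median, a trend with length and changes nearer the fold limit were not simulated. The rates below therefore do not carry over to the DIE-miRNAs counted here. The rule of size recovered 97.5% of them at 1 dpi, 99.0% at 3 dpi, 98.0% at 5 dpi and 98.0% at 7 dpi against 0 dpi, with 13, 17, 14, and 26 unchanged miRNAs counted. Fisher's exact test with an FDR of at most 0.01 recovered 90.0%, 94.0%, 87.5%, and 89.5%, with 0, 0, 0, and 1 unchanged miRNAs counted. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.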

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

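The tests in this part were applied to these miRNAs after the results were seen, and of the scalings they use, median-of-ratios size factors and totals without miR-451 were set before the data were examined, while clean reads and length classes were chosen after. Each library is 1 pool of 3 cows, so a difference between pools or between library preparations stays open for every result here and was not tested. No time point has the 4 libraries needed to ask whether a library lies far from the others.

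The newly predicted miRNA 26_19297, which the paper's text does not discuss, had the largest rise at 1 dpi among miRNAs of at least 10 TPM. It had 133 reads at 0 dpi and 345 at 1 dpi, a log2FC of 1.12 (95% exact interval 0.83 to 1.42). At 5 dpi it had 23 reads and a log2FC of −2.60 (−3.31 to −1.95), the opposite direction, and this difference between the time points was not tested. The intervals leave out counting error as the whole cause. The scaling of the libraries is argued against as the cause of the rise by the interval at 1 dpi, whose lower end was 0.82 under the lowest of 3 other scalings (median-of-ratios size factors, totals without miR-451 and clean reads), and as that of the opposite directions by a log2FC of −2.30 at 5 dpi with median-of-ratios size factors. Whether the rise passes the fold limit stays open, since the lowest log2FC of the 3 was 1.11 and its interval reaches below 1. With the median of its length class taken off, the values were 1.21 and −2.09. Its miRDeep2 score of 5.6 is low, and reads of another RNA were not tested. A change with the day of infection stays open, as untested.

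The newly predicted X_30752 had the largest rise at 7 dpi, with 1376 reads at 0 dpi and 6707 at 7 dpi, a log2FC of 2.36 (2.28 to 2.45). It also had the largest fall at 3 dpi, to 187 reads and a log2FC of −2.89 (−3.12 to −2.67). The difference between these time points was not tested. The scaling of the libraries is argued against by a lower end of the interval of 2.16 at 7 dpi under the lowest of the 3 other scalings, and length by a value of 2.21 at 7 dpi with the median of its length class taken off. A candidate explanation is that fragments of tRNA were counted as a miRNA. X_30752 took the direction of the tRNA share of the clean reads, computed from the paper's Table 2, in 4 of 4 comparisons with 0 dpi, and it has 25 nt and a miRDeep2 score of 0.5. The newly predicted 16_8161 and 18_9908 had the same direction as the tRNA share at 3, 5, and 7 dpi but rose at 1 dpi, where that share fell, by 0.30 and 0.34. These 2 rises rest on 40 and 39 reads at 0 dpi and 59 each at 1 dpi, with overlapping intervals. Neither stands clear of counting error. The sequence of X_30752 was not compared with those of tRNAs. Both hypotheses, tRNA fragments and a change of this miRNA with infection, stay open as untested.

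miR-29d-5p, which the paper's text does not discuss, rose from 423 reads at 0 dpi to 1163 at 5 dpi, a log2FC of 1.39 (1.23 to 1.55). At 1, 3, and 7 dpi its log2FC was 0.03, −0.44, and −0.23, and it turned to 0.04 at 7 dpi with median-of-ratios size factors. The scaling of the libraries does not account for the rise, since the lower end of its interval was 1.20 at 5 dpi under the lowest of the 3 other scalings. The rise at 5 dpi alone, a single library, may come from that pool or from the day of infection, which this design cannot separate.

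The newly predicted 29_21366 rose from 70 reads at 0 dpi to 143 at 7 dpi, a log2FC of 1.11 (0.69 to 1.54), and had 149 reads at 1 dpi (log2FC 0.83, interval 0.41 to 1.26), 84 at 3 dpi (0.25, −0.23 to 0.73, within counting error) and 143 at 5 dpi (0.96), so that the rise is not limited to 7 dpi. Under the lowest of the 3 other scalings, clean reads, its log2FC at 7 dpi was 0.99, under the fold limit, with a lower end of the interval of 0.56. This argues against the scaling as the whole cause of the rise and leaves open whether it passes the fold limit. With the median of its length class taken off, 25 nt falling in the class of at least 24 nt, it came to 0.95 and was under the fold limit. Its miRDeep2 score was 0.9. Part of the rise may therefore follow the length of the sequence. Whether its reads come from another RNA, rRNA included, was not tested, and a change with infection stays open.

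miR-30b-5p fell at 3 dpi, with 3005 reads at 0 dpi and 1467 at 3 dpi, a log2FC of −1.05 (−1.14 to −0.96), and rose to 6752 reads at 5 dpi, a log2FC of 1.10 (1.04 to 1.16). The difference between the time points was not tested. The scaling of the libraries does not account for the opposite directions: with median-of-ratios size factors the value at 3 dpi was −0.95, just under the fold limit, and that at 5 dpi 1.40. At 7 dpi the log2FC was −0.68, so that the time points do not follow a steady course. Pools and time points cannot be separated with 1 library each, and a biological change stays open.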

How the results depend on the processing

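The Audic-Claverie point probability, the values scaled to clean reads, the limit to mature sequences of at least 21 nt, the length classes and the weighted lengths without 3_22065 were chosen after seeing the data. No result reported changed sign between alternatives where it was past the fold limit.

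The numbers of DIE-miRNAs against 0 dpi at 1, 3, 5, and 7 dpi (33, 48, 140, and 98) and in any of the 10 comparisons (404) moved by more than 1.5 times under the limits on abundance and under the tests. Without a minimum TPM they were 347, 378, 494, and 389, and 1354 in any comparison. With a minimum of 10 TPM they were 1, 9, 27, and 12, and 79. With a pseudocount of 1 TPM they were 3, 12, 46, and 29, and 149. Fisher's exact test on the reads with an FDR of at most 0.01 gave 7, 18, 72, and 43, and 227, and with an FDR of at most 0.005 it gave 6, 16, 68, and 39, and 212. The Audic-Claverie test gave 7, 18, 72, and 43, and 228. The chi-square test gave 7, 18, 73, and 41, and 226. Fisher's exact test with totals scaled by median-of-ratios size factors gave 5, 14, 65, and 33, and 193. The point probability gave 12, 22, and 61 at 1, 3, and 7 dpi, and stayed within 1.5 times at 5 dpi (101) and in any comparison (305). A lower or higher limit on abundance acts on the low counts that make up most of these miRNAs, and the cause of the other moves was not tested. In every one of these alternatives, the number at 5 dpi was the largest of the 4 and that at 7 dpi the next.

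The other 7 alternatives kept every one of these numbers within 1.5 times. A pseudocount of 0.1 TPM gave 28, 40, 124, and 90. Counting identical mature sequences once gave 32, 46, 122, and 85, and mature sequences of at least 21 nt alone gave 22, 43, 107, and 81. Values scaled to clean reads gave 33, 48, 149, and 123. The scaling of the libraries and the length classes moved the share of higher miRNAs, which was 45.5, 41.7, 22.9, and 28.6% with the deposited TPM. It was 61.8, 57.7, 48.3, and 55.0% with median-of-ratios size factors (34, 52, 120, and 80 DIE-miRNAs). Without miR-451 in the totals it was 60.0, 32.6, 45.4, and 24.1% (35, 46, 119, and 112). With the median of the length class taken off it was 58.8, 54.9, 49.1, and 54.2% (34, 51, 114, and 72). Under Fisher's exact test with median-of-ratios totals it was 100, 21.4, 56.9, and 60.6%, and values scaled to clean reads gave 17.9% at 7 dpi. Limits on abundance and the tests also moved this share, most where few DIE-miRNAs were left: it was 100 and 0% at 1 and 3 dpi with a minimum of 10 TPM, 16.7% at 3 dpi with Fisher's exact test, and 44.2% at 7 dpi without a minimum. The excess of lower over higher DIE-miRNAs at 7 dpi turned only in settings that take off a median shift of the miRNAs. Taking off such a shift evens the split by itself, so the turn does not show that the scaling is the cause. Without miR-451 and with clean reads the excess stayed.

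Of 188 log2FC of the 47 named miRNAs against 0 dpi, 41 passed the fold limit with the deposited TPM, 38 with a pseudocount of 0.1 TPM, 29 with one of 1 TPM, 36 with median-of-ratios size factors (10 lost and 5 gained) and 43 without miR-451 (2 lost and 4 gained). Values under the limit changed sign 17 times with median-of-ratios size factors and 9 times without miR-451, and never with a pseudocount.

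With at least 2 reads required, 5, 3, 3, and 3 known miRNAs were found at 1, 3, 5, and 7 dpi only (8, 11, 8, and 7 with any read), and 48, 38, 45, 29, and 26 newly predicted miRNAs at 0, 1, 3, 5, and 7 dpi only (14, 23, 11, 9, and 11 with any read). The share of 22 nt was 57.1% of known and 51.8% of newly predicted miRNAs when weighted by TPM (44.8 and 38.2% unweighted), and 45.6% of known miRNAs at 5 dpi alone. Without the newly predicted 3_22065, left out after seeing the data, the weighted share of newly predicted miRNAs was 36.6%. The lowest Spearman correlation between libraries was 0.9155 over all miRNAs above 0 and 0.942 over those of at least 1 TPM. With a minimum of 1 TPM, between 321 and 338 known and between 393 and 449 newly predicted miRNAs were detected per library, against 483 to 509 and 1375 to 1533 with any read.

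No paired analysis was possible because each time point has 1 pooled library, and for the same reason a library was not left out of a time point. Depth limits the low counts most: under 10 TPM in both libraries lay 97.0, 81.2, 80.7, and 87.8% of the DIE-miRNAs against 0 dpi at 1, 3, 5, and 7 dpi.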

Differences from the paper's values

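The tests with the Audic-Claverie point probability, with mature sequences of at least 21 nt and with length classes were chosen after the values were seen. Of 65 values compared with the paper's, 7 differed by more than 1.5 times, and of the 22 log2FC stated in the paper's text, 21 were the same to 4 decimals. The other, that of miR-1301 at 3 dpi, is 0.7964 in the paper and was 0.7941, within its counting interval.

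The paper gives 12 DIE-miRNAs at 1 dpi, 21 at 3 dpi, 75 at 5 dpi, and 48 at 7 dpi against 0 dpi, and the rule of size gave 33, 48, 140, and 98. For 3, 5, and 7 dpi, the alternatives set before the data were examined that came within 1.5 times of the paper's numbers were the Fisher's exact test with either FDR limit (18 and 16, 72 and 68, and 43 and 39), the Audic-Claverie test (18, 72, and 43), the chi-square test (18, 73, and 41) and Fisher's exact test with median-of-ratios totals (14, 65, and 33). None did at 1 dpi, where the tests gave between 5 and 7. No minimum TPM, a minimum of 10 TPM, pseudocounts of 0.1 and 1 TPM, median-of-ratios size factors, totals without miR-451 and identical sequences counted once did not come within 1.5 times at any of the 4 time points. The Audic-Claverie point probability with an FDR of at most 0.01, chosen after seeing the values, gave 12, 22, 101, and 61 and drops 0 of the paper's DIE-miRNAs in any comparison. It counts 40 that the paper does not list (1 at 3 dpi, 26 at 5 dpi, and 13 at 7 dpi against 0 dpi), all of them lower in the later library. Of the other alternatives chosen after seeing the values, mature sequences of at least 21 nt came within 1.5 times at 5 dpi (107) and the length classes at 7 dpi (72), and each drops 69 of the paper's 288 DIE-miRNAs over the 10 comparisons.

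For 3 dpi against 1 dpi, the paper gives 50 DIE-miRNAs and the rule of size 77. A pseudocount of 0.1 TPM (62), totals without miR-451 (65), identical sequences counted once (67), Fisher's exact test (37 and 36 with the FDR limits of 0.01 and 0.005), the Audic-Claverie test (36), the chi-square test (38) and Fisher's exact test with median-of-ratios totals (40) came within 1.5 times, and no minimum TPM, a minimum of 10 TPM, a pseudocount of 1 TPM and median-of-ratios size factors did not. For 7 dpi against 3 dpi, the paper gives 64 and the rule of size 108. Median-of-ratios size factors (90), Fisher's exact test (45 and 43), the Audic-Claverie test (45) and the chi-square test (46) came within 1.5 times, and the other alternatives set before the data were examined did not. Mature sequences of at least 21 nt (63 and 87) and the length classes (73 and 92), both chosen after seeing the values and each dropping 69 of the paper's 288 DIE-miRNAs, came within 1.5 times in both of these comparisons. The point probability, chosen after the values were seen, gave 50 and 64, the paper's numbers, with 0 of the paper's DIE-miRNAs dropped.

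Of the 288 DIE-miRNAs in the paper's tables, 15 were not counted by the rule of size in any comparison. No minimum TPM and the point probability count all 15, Fisher's exact test 7 of them (5 with the stricter FDR limit, 6 with median-of-ratios totals), the Audic-Claverie test 7 and the chi-square test 6. Of the 671 entries in the paper's tables of DIE-miRNAs, 659 have a finite log2FC, and all 659 were within 0.001 of the log2 ratio of the deposited values. The p of all 671 equal the Audic-Claverie point probability, which compares the reads of 2 libraries, within a fixed absolute tolerance. Any very small p meets that tolerance, so the match rests on the entries of larger p. An FDR above the paper's q limit of 0.005 stands beside 79 of the entries.

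The paper gives 3 known miRNAs found at 7 dpi only, and 7 had reads in that library alone. With at least 2 reads required the number was 3, but the same rule gave 5, 3, and 3 at 1, 3, and 5 dpi, where the paper gives 8, 10, and 7 and any read gave 8, 11, and 8. Fig. 2 of the paper shows about 420 known miRNAs and about 1100 newly predicted ones in all 5 libraries, read by eye, and 437 and 1067 were found.

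The paper states that miR-320a rose continuously through the 4 time points. Its TPM was 1593 at 3 dpi and 1564 at 5 dpi, with overlapping intervals, and the other steps were rises. This step was a rise with median-of-ratios size factors (0.60 to 0.77) and without miR-451 (0.43 to 0.73). The paper calls the rise of miR-19b at 7 dpi significant. Its log2FC of 0.98 was under the fold limit, and it passed with median-of-ratios size factors (1.24). The rise of miR-1301 is called significant at all 4 time points, but it passed the fold limit at 1, 5, and 7 dpi only (1.65, 1.10, and 1.40, with 0.79 at 3 dpi), the adjusted p of Fisher's exact test was 0.0392, 0.845, 0.297, and 0.131, and the paper's Supplementary Table 3 lists it at 1 dpi only. For miR-2284r, called significant throughout, all 4 log2FC passed the fold limit, the adjusted p was 0.128, 0.392, 0.0551, and 0.0337, and that table lists it at 7 dpi only. Its log2FC at 3 dpi (−1.01) was smaller in size than at 1 dpi (−1.39), where the paper states a continuous fall. That step rests on 10 reads at 1 dpi and 11 at 3 dpi, with overlapping intervals, so it does not argue against a continuous fall. The paper also calls the falls of miR-2377, written miR-2237 in that sentence, at 5 and 7 dpi and of miR-205 at 7 dpi significant. They passed the fold limit, with adjusted p of 0.105, 0.143, and 0.0622, and are not in that table.

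Among the 8 miRNAs that the paper describes as increasing, 5 were higher than at 0 dpi at all 4 time points, and 7 with median-of-ratios size factors. miR-186 and miR-7 were lower at 1 dpi (−0.10 and −0.06), and miR-494 at 1 and 3 dpi (−0.05 at both, within counting error). Among the 13 described as decreasing at each time, 9 were lower at all 4 time points (5 with median-of-ratios size factors), and miR-151-5p (0.03), miR-143 (0.02), miR-2284a (0.27) and miR-205 (0.04) were higher at 1 dpi, within counting error, with miR-143 higher at 3 dpi too (0.02).

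The reads recovered on miRNAs exceed the mapped reads of the paper's Table 1, at 138% of them at 0 dpi and 128% at 7 dpi, while they equal the miRNA reads of its Table 2. The results of the paper base TPM on clean reads, and its methods and the deposited values divide by the miRNA reads.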

Other observations

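The tests of length among known miRNAs and of short sequences behind the excess of lower miRNAs were set before their results were seen, and the other tests in this part, the limit of the shortened variants to those shorter than their known miRNA and the gap used for GC content included, were chosen after, some of them on scalings set before the data were examined (median-of-ratios size factors and totals without miR-451). Correlations and medians in this part are across miRNAs, which are not independent replicates, and describe 5 single libraries.

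Length. Among miRNAs of at least 10 TPM in one of the 2 libraries, the log2FC against 0 dpi rose with the length of the mature sequence at 5 dpi (Spearman 0.42) and 7 dpi (0.47), and not at 1 dpi (−0.02) and 3 dpi (0.11). At 5 dpi the median was −0.67 for at most 20 nt, −0.51 for 21 nt, −0.36 for 22 nt, −0.07 for 23 nt, and 0.33 for at least 24 nt. Over the 10 comparisons, the 6 that set 0, 1, or 3 dpi against 5 or 7 dpi gave 0.31 to 0.47, and the other 4 gave −0.04 to 0.11, though these comparisons share libraries. Low-scoring newly predicted miRNAs alone do not carry the trend, since the smaller correlation at 5 and 7 dpi among known miRNAs was 0.36. A candidate explanation is that shorter reads were recovered less in the 5 and 7 dpi libraries. Newly predicted miRNAs of at most 20 nt that share a run of 16 nt with a longer known miRNA had a median log2FC less that of the known miRNA of −0.45 at 5 dpi (10 of 11 below 0) and −0.50 at 7 dpi (10 of 11), while the medians were 0.01 at 1 dpi and 0.00 at 3 dpi. Variants as long as their known miRNA or longer had medians of 0.15 and 0.12 at 5 and 7 dpi. Whether such a difference came from the library preparation or from the blood at late stages was not tested, as the libraries of 5 and 7 dpi are also those of the late stage.

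Excess of lower miRNAs. Of the DIE-miRNAs against 0 dpi, 22.9% were higher at 5 dpi and 28.6% at 7 dpi. At 5 dpi, short sequences alone do not carry this, with 29.0% higher among mature sequences of at least 21 nt. The larger share of reads taken by miR-451 at 5 dpi, 33.1% against 20.2% at 0 dpi, may account for it, since 45.4% were higher with miR-451 left out of the totals. At 7 dpi miR-451 took 17.6% of the reads and 24.1% of the DIE-miRNAs were higher without it, which argues against miR-451, and 32.1% were higher among mature sequences of at least 21 nt, which argues against short sequences alone. With median-of-ratios size factors the share at 7 dpi was 55.0%. These factors move every miRNA by 1 value close to the median log2FC, which evens the split by itself. That share therefore cannot decide whether the total by which reads are divided is the cause, and this stays open. With clean reads as the total, 17.9% were higher at 7 dpi. At 7 dpi the largest gains in share of reads were those of let-7i (2.13 points), let-7f (1.18) and miR-185 (1.11).

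Number of DIE-miRNAs at late stages. The length trend does not account for the whole of the larger number at 5 dpi, with 114 DIE-miRNAs left when the median of the length class was taken off, 2.24 times the larger of the numbers at 1 and 3 dpi (2.92 times with the deposited TPM). At 7 dpi, 72 were left, 1.41 times the larger of the numbers at 1 and 3 dpi. Here the length trend and the shift of all miRNAs cannot be told apart, because the class medians take off both, and median-of-ratios size factors, which leave the trend in place, gave 1.54 times. A larger response of blood miRNA at the late stage stays open at both time points, as 1 pool per time point gives no measure of how much pools differ.

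GC content. At 5 dpi, miR-451, miR-19a, and miR-19b rose while miR-486, miR-25, and miR-92a fell. The log2FC fell with GC content over all miRNAs of at least 10 TPM (Spearman −0.22), with medians of −0.17 below 40% GC, −0.30 from 40%, −0.40 from 50% and −0.48 from 60%. The median of the 3 miRNAs that rose less that of the 3 that fell was 2.21, and 1.98 with the median of the GC class of each taken off. This gap does not move with a shift of all miRNAs of a library, and it argues against GC content as the whole cause. miR-486 is itself the median of its GC class, so that for this miRNA alone the effect of GC content stays open. With the median of the length class taken off, the values were 0.79, 1.62, and 1.86 for those that rose and −0.12, −0.41, and −0.30 for those that fell.

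miR-451 and miR-144. The genes of these miRNAs are neighbours on chromosome 19 in the assembly ARS-UCD2.0. Against 0 dpi, the log2FC of miR-451 less that of miR-144 was −0.40 at 1 dpi, −0.69 at 3 dpi, 1.04 at 5 dpi, and 1.02 at 7 dpi, a difference that no scaling of the libraries changes. Counting error does not account for it, since the smaller gap between the exact intervals at 5 and 7 dpi was 0.97. No biological explanation was tested. Other neighbours also moved apart at 5 dpi. In the cluster on chromosome 12, miR-17-5p (0.40), miR-18a (0.62), miR-19a (1.55), miR-20a (0.62), and miR-19b (1.79) rose and miR-92a fell (−0.66). On chromosome 25, miR-106b (0.45) and miR-93 (0.27) rose and miR-25 fell (−0.77). These directions at 5 dpi were the same with median-of-ratios size factors and without miR-451. miR-19b and miR-92a can also come from copies on chromosome X.

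Blood cells. Whether a larger share of red cells in the pooled blood at 5 dpi is the source of the rise of miR-451, miR-16a, and miR-16b stays open. The red cell list did not move in 1 direction. Of the 8 miRNAs of the red cell list, 5 fell at 5 dpi with the deposited TPM, and 3 fell beyond counting error with median-of-ratios size factors, miR-486 (−0.18), miR-92a (−0.36) and miR-25 (−0.47), which are the most abundant of the list after miR-451. miR-144 and miR-363 (both −0.03) did not change beyond counting error with that scaling, and miR-451, miR-16a, and miR-16b rose (1.01, 0.62, and 1.16). The falls had been seen before they were counted. Counting error leaves out the spread between pools, which 1 library per time point cannot give, so these falls do not decide the question. For miR-486 the effect of GC content also stays open. The median log2FC of the red cell list at 1, 3, 5, and 7 dpi was 0.13, −0.24, −0.33, and −0.23, at percentiles 91.3, 0.8, 31.7, and 18.4 of random lists. That of the neutrophil list was 0.25, −0.51, −0.25, and −0.24 (93.9, 1.3, 40.4, and 51.5). The lymphocyte list had −0.04, −0.38, 0.17, and 0.08 (51.3, 3.1, 88.2, and 84.4), and the platelet list −0.18, 0.11, −0.75, and −0.67 (34.3, 75.7, 8.1, and 4.5). With median-of-ratios size factors the red cell list turned to 0.04 at 7 dpi, the neutrophil list to 0.05 at 5 dpi and 0.03 at 7 dpi, and the lymphocyte list to 0.02 at 1 dpi. Without miR-451 in the totals, the neutrophil list turned to 0.01 at 5 dpi and the lymphocyte list to 0.02 at 1 dpi. Every miRNA of the 4 lists was read in every library, none is in more than 1 of them, and several are known from other cell types too. The paper names miR-451, miR-144, miR-486, miR-143, miR-342, and miR-199a-3p of these from the same libraries.

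miRNAs read in 1 library only. A candidate explanation for the 43 known and 68 newly predicted miRNAs read in 1 library only is chance sampling of rare sequences. In 2000 random draws of the same reads over the 5 libraries, a mean of 19.4 miRNAs of more than 1 read had all of them in 1 library (95% of draws 12 to 27), and 20 were observed. All 10 counts per library and kind of miRNA lay within the range of the draws. These counts give no sign of miRNAs specific to a time point beyond chance, and such miRNAs are not ruled out below this depth.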
